# Stem cells of the suture mesenchyme in craniofacial bone development, repair and regeneration

**DOI:** 10.1038/ncomms10526

**Published:** 2016-02-01

**Authors:** Takamitsu Maruyama, Jaeim Jeong, Tzong-Jen Sheu, Wei Hsu

## Abstract

The suture mesenchyme serves as a growth centre for calvarial morphogenesis and has been postulated to act as the niche for skeletal stem cells. Aberrant gene regulation causes suture dysmorphogenesis resulting in craniosynostosis, one of the most common craniofacial deformities. Owing to various limitations, especially the lack of suture stem cell isolation, reconstruction of large craniofacial bone defects remains highly challenging. Here we provide the first evidence for an Axin2-expressing stem cell population with long-term self-renewing, clonal expanding and differentiating abilities during calvarial development and homeostastic maintenance. These cells, which reside in the suture midline, contribute directly to injury repair and skeletal regeneration in a cell autonomous fashion. Our findings demonstrate their true identity as skeletal stem cells with innate capacities to replace the damaged skeleton in cell-based therapy, and permit further elucidation of the stem cell-mediated craniofacial skeletogenesis, leading to revealing the complex nature of congenital disease and regenerative medicine.

## Abstract (web summary)

The suture mesenchyme has been postulated to act as the niche for stem cells for calvarial bones but the identity of the stem cells is unknown. Here, Maruyama *et al.* suggest that Axin2 expressing cells act as stem cells not only in craniofacial bone development and homeostasis but in injury-induced repair.

Craniofacial bones are formed mainly through intramembranous ossification, a mechanism different from endochondral ossification required for development of the body skeleton^1^. The skeletal structures are quite distinct between the two, thus they are likely to have their own unique stem cell populations^2^. The calvarial sutures serve as the growth centre critical for healthy development of the craniofacial skeleton^3^. Defects in suture morphogenesis cause its premature closure, resulting in development of craniosynostosis, a disease frequently associated with facial deformity, mental retardation and problems in vision, hearing and breathing^4^. It has long been postulated that the suture mesenchyme is the niche of skeletal stem cells essential for calvarial morphogenesis^5^,^6^,^7^. However, very limited knowledge is available for suture biology and suture stem cells (SuSCs) have yet to be isolated.

The bone marrow has long been shown to contain the osteogenic cell population for the body skeleton^8^,^9^. Recent studies have begun to uncover the nature of skeletogenic/skeletal stem cells qualified for the more rigorous stem cell definition^10^,^11^,^12^,^13^,^14^. In the calvarium, there is every expectation that the suture is the niche for stem cells which regulate calvarial bone development. This is further supported by a recent report of Gli1-expressing cells contributing to calvarial maintenance and injury repair using cell tracing analysis^6^. However, stem cells of the calvarial bones have yet to be isolated, and their innate ability to regenerate bones is still unknown^6^. The identity and characteristics of SuSCs, responsible for calvarial bone formation and capable of regenerating craniofacial skeletons, are highly limited to date.

Large craniofacial bone defects caused by various conditions, including cancer surgeries, congenital malformation, trauma and progressive deforming diseases, are major health issues^15^. The only solution for such extensive skeletal injuries is to undergo a reconstructive operation. Current strategies use autologous grafts, allogenic grafts or alloplastic materials to enhance bone regeneration and to restore craniofacial elements^16^. However, success of these reconstructions remains highly challenging owing to a number of limitations. This has led to exploration of alternative approaches, especially stem cell-based therapy^17^,^18^. Cellular components, either transplanted from an exogenous source or recruited from local stem/progenitor cells, must be present at the recipient site to give rise to the new structural tissues. However, the lack of knowledge in SuSCs greatly restricts further advances. Their isolation is likely to benefit craniofacial reconstruction and to advance the field of regenerative medicine.

In this study, we identify, isolate and characterize a SuSC population that expresses high levels of Axin2 and qualifies as stem cells under a rigorous definition. These naive cells exhibit long-term self-renewing, clonal expanding and differentiating abilities, and behave like *bona fide* stem cells—not only in craniofacial bone development and homoeostasis, but also in skeletal repair and cell-based regenerative therapy.

## Results

### Identification of slow-cycling cells in suture mesenchyme

Quiescence of stem cells is important to ensure lifelong tissue maintenance and to prevent them from premature exhaustion^19^. Taking advantage of their quiescent nature in cell division, hair follicle^20^,^21^ and colon^22^ stem cells were identified by their ability to retain the signal used for DNA incorporation analysis. Therefore, we examined the possible existence of label retaining cells (LRCs) during calvarial development. After pulse labelling for 1 week, most of the mesenchymal cells were marked by EdU (5-ethynyl-2'-deoxyuridine) in the sagittal suture (Fig. 1a,b). Upon chasing for 4 weeks, a small number of LRCs could be detected in the midline of the skeletogenic mesenchyme, a potential niche for skeletal stem cells (Fig. 1a,c). Our prior study of Axin2 revealed its expression in this location during calvarial morphogenesis^5^. In addition, the Wnt downstream genes have been successfully used to identify tissue-specific stem cells^23^,^24^,^25^,^26^. As a direct transcriptional target of β-catenin, Axin2 is also essential to orchestrate the signalling interplay of Wnt, BMP and FGF in mesenchymal cell fate determination^5^,^27^. Therefore, we investigated if Axin2 is expressed in these LRCs. Using the *Axin2*^*GFP*^ model (Supplementary Fig. 1a)^5^,^28^, we found that Axin2 is expressed in all calvarial sutures except the posterior frontal suture, the only one fused at this stage (Supplementary Fig. 2a–d). This differential expression is consistent with our previous finding that Axin2-expressing cells are present in the patent posterior frontal suture, but gradually diminish upon its closure^5^. The link of suture patency to the presence of Axin2 thus implies its crucial role in suture morphogenesis and calvarial development. More importantly, the expression of Axin2 is restricted to the midline of the suture mesenchyme (Fig. 1d, Supplementary Fig. 2), co-localized with cells retaining EdU (Fig. 1e). This highly specific pattern of expression, first detected at postnatal day 9 (Supplementary Fig. 1a), was maintained in the adults, suggesting potential marking of the stem cells residing in the skeletogenic niches.

To test whether the Axin2-expressing cells are active proliferating or slow cycling in nature, we labelled cells undergoing mitotic division with Ki67 and expressing Axin2 using the *Axin2*^*Cre-Dox*^*; R26RlacZ* model (Fig. 1f–k, Supplementary Fig. 1b). The majority of the Ki67+ cells surrounding the Axin2-expressing cells but did not express Axin2 at P10 (Fig. 1f–h; 91±2%, *n*=3, mean±s.e.m.) and P28 (Fig. 1i–k; 90±2.5%, *n*=3, mean±s.e.m.), suggesting the use of Axin2 as a marker to identify slow cycling stem cells present in the midline of the suture mesenchyme, a niche with no expression of known osteogenic and chondrogenic markers.

### Self-renewal and differentiation of Axin2-expressing cells

To determine the self-renewing ability of the Axin2-expressing cells and their contributions to calvarial development and homeostastic maintenance, a series of cell tracing analyses were performed using genetically modified mouse models. We use the *Axin2*^*Cre-Dox*^*; R26RlacZ* model^5^,^29^, which permits spatiotemporal-specific expression of Cre to genetically label the Axin2-expressing cells and examine their fates (Supplementary Fig. 1b). Although Axin2 is a well-known transcriptional target of β-catenin, this model does not measure the Wnt signalling responsiveness. This is because of the withdrawal of doxycycline after a transient labelling. Therefore, the labelled cells do not represent activation of Wnt signalling. First, we performed genetic cell-labelling analysis at P28 (Fig. 2a) because acute development of the skull is completed by this time^30^. Whole-mount β-gal staining revealed a highly regulated expression of the lacZ reporter, suggesting the specificity of our experimental system (Fig. 2b–e). In the *Axin2*^*Cre-Dox*^ mice, the administration of doxycycline for 3 days induced the Cre-mediated expression of the *R26RlacZ* reporter which shows the Axin2-expressing cells in the midline (Fig. 2g), highly resembling the GFP expression pattern (Fig. 2f) before tracing. The number of lacZ positive cells increased in the skeletogenic mesenchyme (Fig. 2h) after a 1-month tracing, which expanded much more widely and were embedded in the bone plate after 3-month and 1-year tracing in the sagittal suture (Fig. 2i,j). Derivatives of the Axin2-expressing cells continued to accumulate over a long tracing period showing no sign of diminishing (Fig. 2k, ∼250 cells counted, *n*=3, mean±s.e.m.). Even after >1-year tracing, the Axin2-expressing cells and their derivatives remain detectable and this population continues to increase in all sutures except for the posterior frontal suture (Supplementary Fig. 3a–f). This is because the posterior frontal suture normally fuses in juveniles and no longer contains the skeletogenic mesenchyme in adults. We noticed significant contributions of the Axin2-expressing cells and their derivatives to all patent sutures and calvarial bones (Fig. 2j,k, Supplementary Fig. 3b–e,i). Their contributions were lower in the central region of frontal and parietal bones further away from the suture mesenchyme (Supplementary Fig. 3g,h). Furthermore, when we examined the body skeleton, very little contribution of this population to homoeostasis of the long bone could be identified (Supplementary Fig. 4a–c). No lacZ-positive signals are detectable in the osteoblasts and osteocytes, suggesting that Axin2 is not able to mark skeletal stem cells in the long bone. In the calvaria, double labelling of the lacZ-positive cells with Osterix and Sost, markers for osteoprogenitors and osteocytes, respectively, indicated that they are precursor cells negative for the Osterix (Fig. 2l–n), but differentiate into osteoprogenitors and osteocytes after 3-month tracing (Fig. 2o–t). Furthermore, the lacZ-positive cells were still maintained in the midline (Fig. 2g–j). Stem cell characteristics of the Axin2-expressing cells were shown in their capabilities to self-renewal and continually give rise to mature cell types over a 1-year monitoring period.

We next examined the behaviour of the Axin2-expressing cells during early development of the calvarial skeleton which grows rapidly in the first month using the GFP labelling and cell tracing models (Fig. 3a, Supplementary Fig. 1a,b). At P10, GFP and β-gal staining analyses showed the Axin2-expressing cells are restricted to the midline (Fig. 3b,c), highly reminiscent to that observed at P28 (Fig. 2f,g). In 1 week and 3 months after tracing, we were able to detect very similar expansion and differentiation of this cell population into osteogenic cell types (Fig. 3d–h). Overall, the percentage of the Axin2-expressing cells and their descendants increased from 3.1 to 7.9% after 1 week, to 12.5% after 1 month, and to 24% after 3 months (Fig. 3i, ∼300 cells counted, *n*=3, mean±s.e.m.). The results suggest that the Axin2-expressing cells maintain their localization in the niches, and produce skeletogenic descendants over an extensive time period during skeletal development (Fig. 3) and homoeostasis (Fig. 2). Thus, this newly identified cell population potentially acts as developmental and adult SuSCs responsible for calvarial health.

### SuSCs in injury repair

Adult stem cells are known to be involved in the healing processes during tissue damage^31^,^32^,^33^. To examine the involvement of the Axin2-expressing cells in skeletal regeneration, we performed the genetic cell-labelling study in an injury repair model. Using the *Axin2*^*Cre-Dox*^*; R26RlacZ* cell tracing model, we created a hole with a 1.4 mm micro-drill on the right parietal bone at P30, 2 days after tracing (Fig. 4a). Four weeks after the operation, we detected a drastic expansion of the lacZ-positive cells surrounding the skeletogenic mesenchyme (Fig. 4b–e). Furthermore, these cells moved into the damaged site, and developed into osteocytes embedded in the bone plate (Fig. 4f,g). Double labelling analysis revealed that the osteoprogenitors and osteocytes positive for Osx and Sost, respectively, originate from those expressing Axin2 (Supplementary Fig. 5). This data suggests that the Axin2-expressing cells expand and their derivatives differentiate into osteogenic cell types, and contribute directly to bone regeneration in response to skeletal injury. Thus further supports the Axin2-expresing cells containing adult SuSCs.

### Regenerating ability of SuSCs

To further our characterization of these potential SuSCs, we performed bone regeneration by transplantation analysis. Cells isolated from the P28 suture mesenchyme were implanted into the kidney capsule to assess their regenerating ability. After transplantation for 6 weeks, staining with hematoxylin and eosin, von Kossa and pentachrome, demonstrated formation of the ectopic bone in the recipients implanted with 10^5^ cells containing SuSCs but not the control (Supplementary Fig. 6a–h). The ectopic bones with limited bone marrow space appear to be intramembranous bones resembling the calvarial bone plates, which differ from the ectopic bones generated by transplantation of the cortical bone cells isolated from the femur and tibia (Supplementary Fig. 6i,j). These results are in agreement with a prior report describing that embryonic cells isolate from the body and calvarial skeletons can generate bones with distinct structures resembling endochondral and intramembranous bones, respectively^34^. However, the absence of bone marrows is not a feature for the regenerated intramembranous bones suggested previously^34^.

Next, to examine cellular origin of the regenerated bone, potentially derived from Axin2-expressing cells, a combination of cell tracing and kidney capsule transplantation studies were performed. First, 50,000 cells, isolated from the P28 *Axin2*^*Cre-Dox*^*; R26RlacZ* suture mesenchyme, were transplanted into the kidney capsule without prior separation/purification of the labelled cells (Fig. 5a). However, the use of the cell tracing model (Supplementary Fig. 1b) permitted an easy identification of the Axin2-expressing cells and their derivatives, which are positive for β-gal staining. Two weeks after the transplantation, we found that the majority of the regenerated bones derived from the Axin2-expressing cells (Fig. 5b–f) according to the amount of osteocytes (88±5.4%, *n*=3, mean±s.e.m.). The osteoprogenitors and osteoblasts, as well as osteocytes embedded in the bone plate are positive for β-gal staining (Fig. 5f, Supplementary Fig. 7a–f) suggesting that the Axin2-expressing cells are the predominant source of SuSCs in the suture mesenchyme. In contrast, there is a very limited contribution of Axin2-expressing cells isolated from cortical bones of the femur and tibia to the regenerated bones (Supplementary Fig. 4d). We then furthered our analysis by kidney capsule transplantation of either the Axin2-expressing cell population with high levels of GFP (Axin2^+^/GFP^hi^), or the non-expressing cell population negative for GFP (Axin2^−^/GFP^−^) isolated from the P28 *Axin2*^*GFP*^ suture mesenchyme (Fig. 5g, Supplementary Figs 1a,7g). Transplantation of 100,000 Axin2^+^/GFP^hi^ cells, but not Axin2^−^/GFP^−^ cells, was able to generate ectopic bones (Fig. 5h,i). These results further support inclusion of SuSCs with long-term self-renewing, differentiating and regenerating abilities in the Axin2-expressing cell population.

To test if the Axin2-expressing cell population is similar to skeletal stem cells found in the bone marrow, we examine the expression of Mcam (CD146), Nestin, Leptin receptor (Lepr) and Gremlin1 (refs 10, 12, 13, 14). 

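The array data come from 3 samples of Axin2+/GFP hi cells and 3 samples of Axin2-/GFP- cells of the calvarial suture mesenchyme, with 1 array per sample. The mice carried a transgene that places the doxycycline-dependent activator rtTA under Axin2 control and one with a histone-GFP fusion, so that doxycycline marks the nuclei of Axin2-expressing cells. Doxycycline was given from postnatal day 25 until collection at postnatal day 28, and each sample pooled cells of 6 to 8 mice. Cells were freed with collagenase and sorted on GFP intensity. The paper's text names no antibody against blood cells for this sort. Total RNA was labelled for Affymetrix whole-transcript arrays, and the submitters' processing notes name RMA, which summarises the probes of a gene on the log2 scale. Of the features with a deposited log2 value, 21789 carry 1 gene symbol, 1621 carry several and 12147 are unnamed here. For a gene with several features the brightest was used, which left 19938 genes, tested with limma and Benjamini-Hochberg adjustment. The upper quartile of the values was 3.72, 3.75 and 3.76 in the Axin2+/GFP hi samples and 3.99, 3.97 and 4.00 in the Axin2-/GFP- samples, so the arrays did not share one distribution. The change between populations varied with the signal. Genes with a mean log2 value under 3 had a median log2 change of 0.25, and genes with a mean of 5 or more had a median of -0.57, against 0.14 over all genes. As a measure of this shift at low signal, 1194 olfactory and vomeronasal receptor genes had a median log2 change of 0.30, with quartiles of 0.15 and 0.48. The number of arrays limits the precision, and the p-values measure the spread between these samples.

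**Figure D1:**
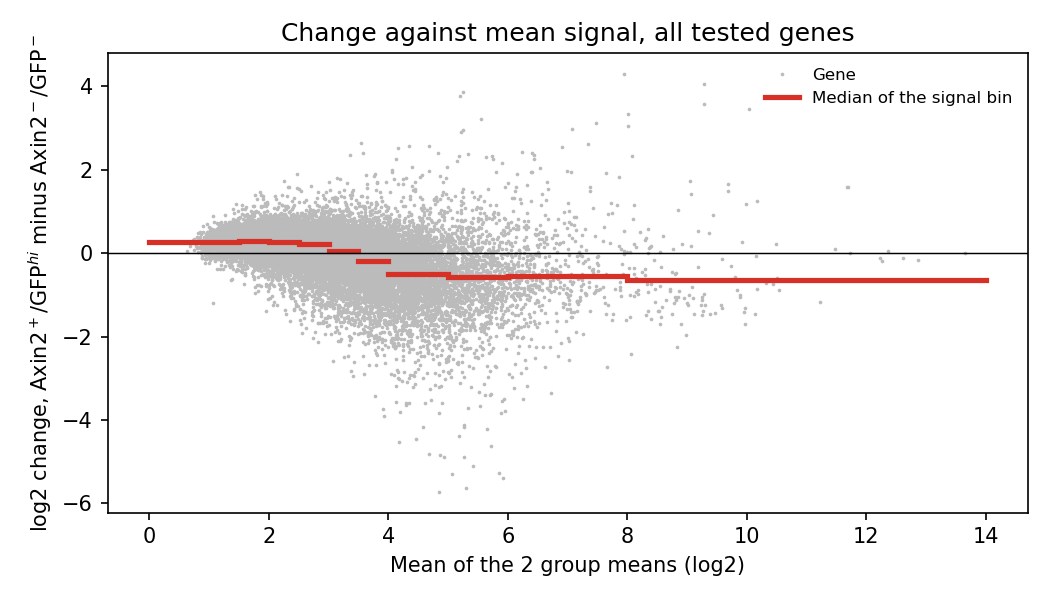
The log2 change between Axin2+/GFP hi and Axin2-/GFP- cells on the vertical axis is plotted against the mean log2 value of each gene on the horizontal axis, with 1 grey point per gene and a red line for the median of each signal range. The red line lies above 0 for dim genes and below 0 for bright genes.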

Comparing gene-expression profile of the Axin2^+^/GFP^hi^ and Axin2^−^/GFP^−^ cell populations by microarray, and then by quantitative real-time RT-PCR, we found that with the exception of Lepr, none of these bone marrow-derived skeletal stem cell markers shows significant elevation (Table 1). 

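None of the 4 marrow markers passed an adjusted p of 0.05 in limma; at an unadjusted p under 0.05 limma and the methods' t-test each called 1, Lepr. Lepr, the leptin receptor, had a log2 value of 1.62 ± 0.05 (SD, n = 3) in Axin2+/GFP hi cells and 1.22 ± 0.16 (SD, n = 3) in Axin2-/GFP- cells, a log2 change of 0.40 (standard error 0.17, adjusted p = 0.128 from limma). Nes, which encodes the intermediate filament Nestin, had a log2 change of 0.42 (standard error 0.20, adjusted p = 0.169 from limma), from 1.46 ± 0.10 to 1.88 ± 0.30 (SD, n = 3 each). Both genes lay at the level of the olfactory and vomeronasal receptor genes, whose median was 1.80 in Axin2+/GFP hi and 1.46 in Axin2-/GFP- cells. Of these receptor genes 62.1% and 71.6% were at least as bright as Lepr in the respective cells, and 43.8% and 50.3% as Nes. The log2 change of Lepr was 0.30 after median centring, 0.20 after quantile normalization, 0.14 after cyclic loess and 0.08 when centred on the receptor genes, and that of Nes 0.31, 0.20, 0.16 and 0.10. For both genes the 2 groups did not overlap, which with groups of 3 happens by chance, in one direction or the other, for 10% of genes. Grem1, a secreted BMP antagonist, had a log2 change of 0.09 (standard error 0.17), which turned negative under median centring, quantile normalization, cyclic loess and centring on receptor genes and without Axin2+/GFP hi replicate 3. Mcam, the adhesion molecule CD146, had a log2 change of 0.06 (standard error 0.29), which turned negative under both kinds of centring and without Axin2+/GFP hi replicate 3 or Axin2-/GFP- replicate 1. Adjusted over the list alone, 0 of the 4 genes passed as well, and the list had an adjusted p of 0.416 from camera (adjusted p = 0.512 with an estimated correlation). The paper chose these markers and reported them on these samples, so the list is not independent evidence of a direction. Among the 200 genes closest to each in mean signal, the change of Lepr lay at the 72.5th percentile and that of Nes at the 70.0th.

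**Figure D2:**
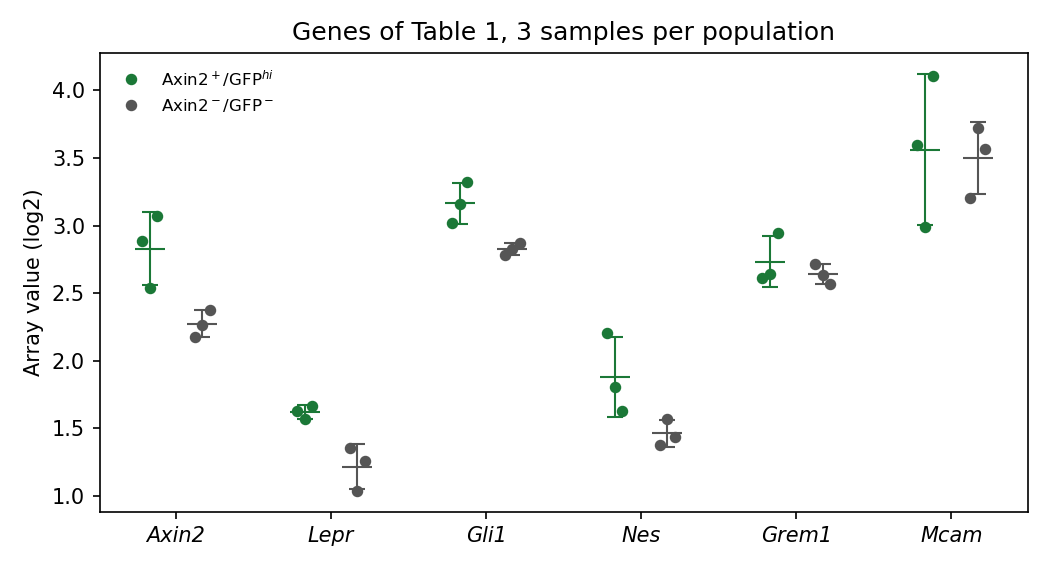
Array values on the log2 scale are plotted for the 6 genes of Table 1, with 1 point per sample, a bar at the mean and whiskers of 1 SD, in green for Axin2+/GFP hi and grey for Axin2-/GFP- cells. The 2 populations do not overlap for Axin2, Lepr, Gli1 and Nes and overlap for Grem1 and Mcam.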

The expression of Gli1 whose expressing cells are located to the entire suture mesenchyme and other osteogenic regions within the suture and play a role in suture morphogenesis^6^, is significantly different between the two cell populations (Table 1). 

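Gli1, a transcription factor and target of hedgehog signalling, had a log2 value of 3.16 ± 0.15 (SD, n = 3) in Axin2+/GFP hi cells and 2.83 ± 0.04 (SD, n = 3) in Axin2-/GFP- cells. The log2 change was 0.34 (standard error 0.16, adjusted p = 0.183 from limma), a fold of 1.26, and it did not pass the threshold. It was 0.31 after quantile normalization, 0.24 after cyclic loess, 0.23 after median centring and 0.02 when centred on the receptor genes. Every Axin2+/GFP hi sample lay above every Axin2-/GFP- sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). Of the olfactory and vomeronasal receptor genes, 42.6% had a change at least as large.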

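Axin2, an intracellular inhibitor of Wnt signalling and the gene that drives the reporter, was read at 2.83 ± 0.27 (SD, n = 3) on the log2 scale in Axin2+/GFP hi cells and at 2.28 ± 0.10 (SD, n = 3) in Axin2-/GFP- cells. Its log2 change of 0.55 (standard error 0.19, adjusted p = 0.0802 from limma) is a fold of 1.47 and did not pass the threshold over all genes. Without Axin2+/GFP hi replicate 2 the log2 change was 0.70 (adjusted p = 0.0452 from limma), and over all the alternatives the adjusted p of limma ran up to 0.496. The log2 change was 0.45 after median centring, 0.43 after quantile normalization, 0.34 after cyclic loess and 0.24 when centred on the receptor genes. The change lay at the 86.5th percentile of the genes of like signal, and 16.7% of the receptor genes had a change at least as large.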

As a control, Axin2 expression was much higher in the group of Axin2^+^/GFP^hi^ than Axin2^−^/GFP^−^ (Table 1). The results suggest that markers for bone marrow-derived skeletal stem cells may not be used for identification of SuSCs. 

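A wider list of 16 measured markers of marrow stromal and other skeletal stem cells gave 1 gene higher, 0 lower and 15 that did not pass in limma, and none adjusted over the list alone. At an unadjusted p under 0.05, 4 were higher and 2 lower in limma and 3 were higher and 0 lower in the methods' t-test. The gene that rose was Vcam1, an adhesion molecule of stromal and endothelial cells, with a log2 change of 1.07 (standard error 0.29, adjusted p = 0.0387 from limma) and no overlap between the groups. Its call ended without Axin2+/GFP hi replicate 2 (log2 change 1.08) or 3 (0.76) and without Axin2-/GFP- replicate 1 (1.15), 2 (1.06) or 3 (0.99). It also ended, at a like log2 change, with the replicate number as a block (1.07) and after quantile normalization (1.07), cyclic loess (0.97) and median centring (0.96), and at a smaller one when centred on the receptor genes (0.75). Prrx1, a transcription factor of limb and skull mesenchyme, had a log2 change of 0.88 (adjusted p = 0.0780) and passed with the replicate number as a block (0.88) and after cyclic loess (1.17). Nt5e, the surface enzyme CD73, had a log2 change of 0.51 (adjusted p = 0.0733) and Eng, the TGFβ co-receptor endoglin, of -0.63 (adjusted p = 0.109), which passed when centred on the receptor genes (-0.95). The list's median log2 change of 0.17 lay below that of the receptor genes, turned negative when centred on them, and had an adjusted p of 0.754 from camera (adjusted p = 0.761 with an estimated correlation). With 1 sample left out the median ran from 0.078 (Axin2+/GFP hi replicate 2) to 0.19 (Axin2-/GFP- replicate 1). From the microarray and RT-PCR values of Table 1, in which Lepr was the exception among the marrow markers, the paper proposes that such markers may not serve to identify SuSCs.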

As Axin2 is a well-known transcription target of β-catenin, it is possible that Wnt signalling is active in the Axin2^+^/GFP^hi^ population. 

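Of 16 measured targets and feedback genes of Wnt/β-catenin signalling, 1 was higher, 1 was lower and 14 did not pass in limma. At an unadjusted p under 0.05, 3 were higher and 2 lower in limma and 4 were higher and 1 lower in the methods' t-test. Sp5, a transcription factor induced by Wnt, had a log2 change of 0.75 (standard error 0.22, adjusted p = 0.0492 from limma). Its call ended without Axin2+/GFP hi replicate 1 (log2 change 0.80) or 2 (0.55) and without Axin2-/GFP- replicate 1 (0.70), 2 (0.84) or 3 (0.72). It also ended after median centring (0.64), quantile normalization (0.58), cyclic loess (0.50) and centring on the receptor genes (0.43). In Axin2-/GFP- cells 27.6% of the receptor genes were at least as bright as Sp5. Lef1, which binds β-catenin and is also abundant in immature lymphocytes, had a log2 change of -1.85 (standard error 0.42, adjusted p = 0.0198 from limma), and its call ended without Axin2-/GFP- replicate 2 (-1.74) or 3 (-1.72), after quantile normalization (-1.45) and after cyclic loess (-1.27). For both genes the groups did not overlap. Adjusted over the list alone, Lef1 was lower and no gene was higher. Myc had a log2 change of -1.49 (adjusted p = 0.0650 from limma) and did not pass. It passed as lower under the filter on dim features (-1.49), without Axin2+/GFP hi replicate 3 (-2.05) and when centred on the receptor genes (-1.81). The list's median of 0.17 and its mean of -0.07 differed in sign, the median turned negative after cyclic loess and after centring on receptor genes, and the adjusted p from camera was 0.841 (adjusted p = 0.879 with an estimated correlation).

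Of 19 receptors and co-receptors 2 were higher and 0 lower in limma (4 and 1 at an unadjusted p under 0.05, and 4 and 0 in the methods' t-test), and none passed adjusted over the list alone. Ror1 had a log2 change of 0.65 (adjusted p = 0.0362), and its call ended without Axin2+/GFP hi replicate 2 (0.62) or 3 (0.62) or Axin2-/GFP- replicate 1 (0.66), 2 (0.73) or 3 (0.56). Fzd8 had a log2 change of 0.68 (adjusted p = 0.0422), and its call ended without any 1 of the 6 samples (0.57 to 0.80). Both calls also ended with the replicate number as a block, at unchanged log2 changes, and after median centring (Ror1 0.54, Fzd8 0.57), quantile normalization (0.59, 0.50), cyclic loess (0.50, 0.43) and centring on the receptor genes (0.33, 0.36). In Axin2-/GFP- cells 25.5% of the olfactory and vomeronasal receptor genes were at least as bright as Fzd8. Of 12 secreted Wnt antagonists only Sost rose in limma, also adjusted over the list alone, and 3 were higher at an unadjusted p under 0.05. Sfrp2, at 0.97 in the comparison of all samples, passed with the replicate number as a block (0.97), after quantile normalization (1.50) and after cyclic loess (1.63). The antagonist list, with a median of 0.22, did not pass camera (adjusted p = 0.239, and 0.512 with an estimated correlation). It passed camera under the filter on dim features (median 0.73). Its median was 0.0066 after cyclic loess and -0.10 when centred on the receptor genes, and it passed in neither. In the same samples 13 of 13 B-lineage marker genes were lower in Axin2+/GFP hi cells.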

We thus examined the potential Wnt ligand(s) required for maintenance of SuSCs. RT-PCR analysis showed that Wnt3a, 4, 7a, 10a, 10b and 11 are expressed in the suture mesenchyme (Supplementary Fig. 8a). 

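Large differences between the populations were in genes of blood cells. All 13 measured B-lineage markers were lower in Axin2+/GFP hi cells, also adjusted over the list alone, with a median log2 change of -4.16. Ebf1, a transcription factor of early B cells, fell from 7.72 ± 0.41 to 1.99 ± 0.26 (SD, n = 3 each), a log2 change of -5.72 (standard error 0.24, adjusted p = 1.92e-05 from limma). In Axin2+/GFP hi cells 37.4% of the receptor genes were at least as bright as Ebf1, so this fall is read as a lower bound. Cd79b, a chain of the B cell receptor, changed by -5.28 (standard error 0.20, adjusted p = 1.24e-05). Of 15 markers of neutrophils and their precursors 12 were higher and 0 lower (13 and 0 adjusted over the list alone and at an unadjusted p under 0.05), with a median of 2.04. Their number was 8 without Axin2-/GFP- replicate 2. Ltf, which encodes lactoferrin of neutrophil granules, rose from 5.79 ± 1.11 to 10.09 ± 0.18 (SD, n = 3 each), a log2 change of 4.30 (standard error 0.47, adjusted p = 0.000784 from limma), and Elane, neutrophil elastase, changed by 2.96 (adjusted p = 0.00142). For each of these genes the groups did not overlap. Of 17 macrophage and monocyte markers 1 was higher and 3 were lower (2 and 5 adjusted over the list alone).

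Some genes of skeletal matrix were higher, although none of their lists passed camera with an estimated correlation. Of 15 collagen genes, none of them shared with another list, 6 were higher and 0 lower (7 and 0 adjusted over the list alone, 10 and 0 at an unadjusted p under 0.05). Col3a1 was among those higher, with a log2 change of 1.95 (standard error 0.24, adjusted p = 0.00139 from limma). Of 14 osteoblast genes 6 were higher and 0 lower (7 and 1 at an unadjusted p under 0.05), among them Ibsp, bone sialoprotein, at 1.84 (adjusted p = 0.00211) and Col1a1 at 1.66 (adjusted p = 0.00286). Adjusted over the list alone, 6 were higher and 1 lower, the latter Alpl, tissue-nonspecific alkaline phosphatase, at -0.52 (adjusted p = 0.0739), named after its values were seen; it passed after median centring (-0.63) and when centred on the receptor genes (-0.84). The groups did not overlap for these 4 genes. Without Axin2-/GFP- replicate 1, 2 or 3 the number higher was 4, 3 and 4 for the collagens and again 4, 3 and 4 for the osteoblast genes. Of 16 genes of tendon and fibrous tissue 5 were higher and 0 lower (6 adjusted over the list alone, 7 at an unadjusted p under 0.05), but 2 or fewer without Axin2+/GFP hi replicate 1 or 2 or any 1 Axin2-/GFP- replicate. Of 19 chondrocyte genes 5 were higher and 0 lower (5 adjusted over the list alone, 6 at an unadjusted p under 0.05), but 1 and 2 without Axin2+/GFP hi replicates 2 and 3 and 0 without any 1 Axin2-/GFP- replicate.

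Of 32 cell cycle genes 7 were lower and 0 higher (7 lower adjusted over the list alone, 12 at an unadjusted p under 0.05), among them Pcna at -1.59 (adjusted p = 0.000733), with 4 lower without Axin2-/GFP- replicate 1 and 11 lower without Axin2+/GFP hi replicate 3. Their median of -0.39 lay at the 52.7th percentile of random lists of like signal and turned to 0.13 after cyclic loess. With 1 sample left out it ran from -0.63 (Axin2+/GFP hi replicate 3) to -0.26 (Axin2-/GFP- replicate 3). The 13 B-lineage markers were lower in the same samples, and a part of B-lineage cells in the cell cycle change was not tested. Of 14 ribosomal protein genes 12 were lower (14 adjusted over the list alone), but 2 after quantile normalization, 1 after cyclic loess and 5 and 6 without Axin2-/GFP- replicates 1 and 2. The adjusted p from camera was 9.27e-20 for the B-lineage list, 7.30e-07 for neutrophils, 0.00419 for collagens, 0.00637 for osteoblasts, 0.00563 for tendon, 0.00956 for chondrocytes, 0.00196 for the cell cycle and 1.90e-08 for ribosomal proteins. The cell cycle call of camera ended under the filter on dim features (median -0.39), after cyclic loess and without Axin2+/GFP hi replicate 2 (-0.30), and the tendon call without Axin2+/GFP hi replicate 2 (0.34). Neither list passed in fry (adjusted p = 0.0806 and 0.0598). With an estimated correlation 0 lists passed: adjusted p = 0.0608 for the B-lineage list, 0.502 for neutrophils, collagens and chondrocytes, 0.402 for osteoblasts, 0.512 for tendon and the cell cycle and 0.339 for ribosomal proteins.

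In all, 926 genes were higher and 2265 lower at an adjusted p under 0.05 in limma. The split was 459 higher and 2719 lower after median centring, 901 and 1373 after cyclic loess, 863 and 1165 after quantile normalization of the tested genes and 210 and 3980 after centring on the receptor genes. Without Axin2-/GFP- replicate 1, 2 or 3 the counts were 288, 260 and 239 higher and 1376, 1456 and 1403 lower.

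**Figure D3:**
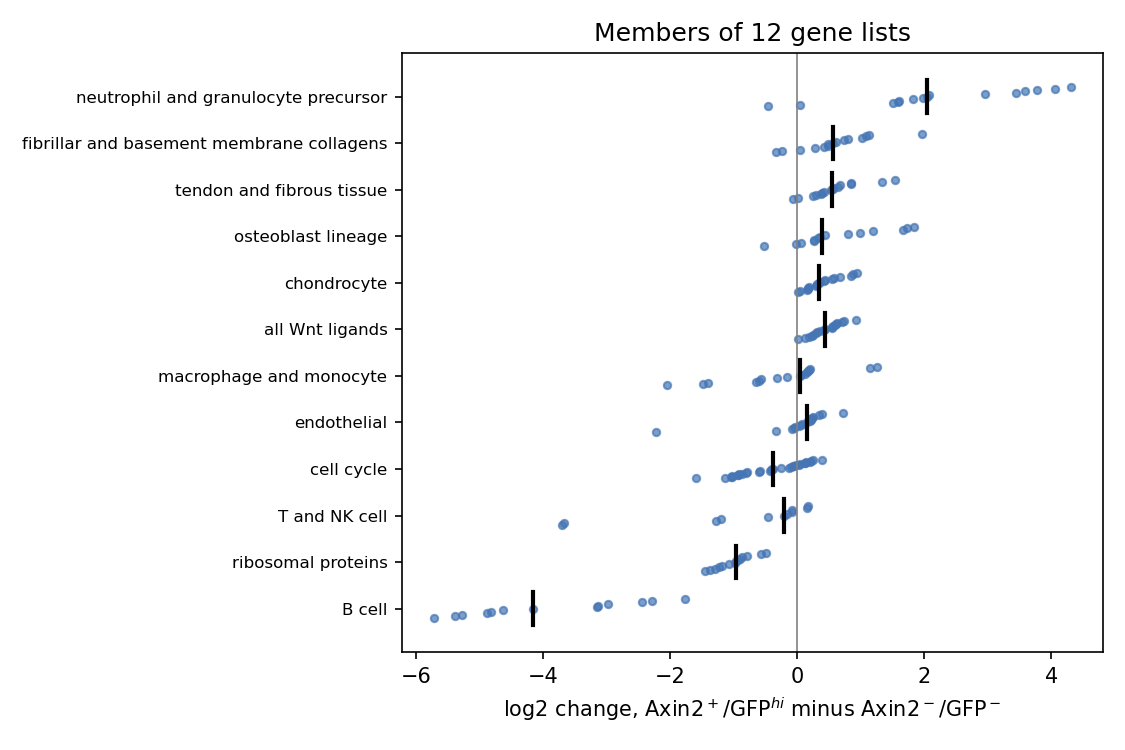
The log2 change between Axin2+/GFP hi and Axin2-/GFP- cells is plotted on the horizontal axis for each measured member of 12 gene lists, with 1 point per gene and a black bar at the list's median. The B cell list lies wholly below 0 with its median at -4.16, and the neutrophil list has its median at 2.04.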

We then performed gene-expression profile analysis of the Axin2^+^/GFP^hi^ and Axin2^−^/GFP^−^ cell populations by microarray. 

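Of the 6 Wnt ligands found in the suture mesenchyme by RT-PCR, Wnt3a, Wnt7a and Wnt11 were higher in Axin2+/GFP hi cells and 0 were lower, over all genes and adjusted over the list alone (3 and 0 at an unadjusted p under 0.05). Wnt7a had a log2 value of 2.84 ± 0.35 (SD, n = 3) in Axin2+/GFP hi cells and 1.92 ± 0.22 (SD, n = 3) in Axin2-/GFP- cells, a log2 change of 0.92 (standard error 0.22, adjusted p = 0.0264 from limma) and a fold of 1.89. In Axin2-/GFP- cells 22.3% of the receptor genes were at least as bright as Wnt7a. Wnt3a had a log2 change of 0.74 (standard error 0.20, adjusted p = 0.0420 from limma) and Wnt11 of 0.71 (standard error 0.20, adjusted p = 0.0453 from limma), folds of 1.67 and 1.64. Wnt4 had a log2 change of 0.00 (standard error 0.19), Wnt10a of 0.24 (standard error 0.23) and Wnt10b of 0.12 (standard error 0.18), and none of these passed. Among all 19 measured Wnt ligands the same 3 were higher and 0 lower, also adjusted over the list alone, with a median log2 change of 0.43 beside the 0.30 of the receptor genes (adjusted p = 0.00563 from camera, adjusted p = 0.402 with an estimated correlation). For the 6 ligands, which the paper chose, the adjusted p from camera was 0.138 (adjusted p = 0.502 with an estimated correlation). For the 3 ligands that rose the groups did not overlap, but their calls lay close to the threshold. Over the alternatives the adjusted p ran from 0.0369 to 0.225 for Wnt3a, 0.0125 to 0.112 for Wnt7a and 0.0264 to 0.228 for Wnt11. Quantile normalization and cyclic loess ended the calls of Wnt3a and Wnt7a and kept that of Wnt11 (log2 change 0.91 and 0.90), median centring ended those of Wnt3a and Wnt11, and centring on the receptor genes ended all 3. The replicate number as a block ended the calls of Wnt3a and Wnt11 at unchanged log2 changes and kept that of Wnt7a. The call of Wnt3a was lost without Axin2+/GFP hi replicate 2 (log2 change 0.57) and without Axin2-/GFP- replicate 1 (0.66), 2 (0.72) or 3 (0.83). That of Wnt7a was lost without Axin2+/GFP hi replicate 1 (0.77) or 2 (0.87) and without Axin2-/GFP- replicate 1 (0.85) or 3 (0.87). That of Wnt11 was lost without Axin2+/GFP hi replicate 1 (0.65) or 3 (0.62) and without Axin2-/GFP- replicate 1 (0.80), 2 (0.73) or 3 (0.61). From the elevation of these 3 ligands the paper proposes that they may be associated with Axin2 activation in SuSCs.

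**Figure D4:**
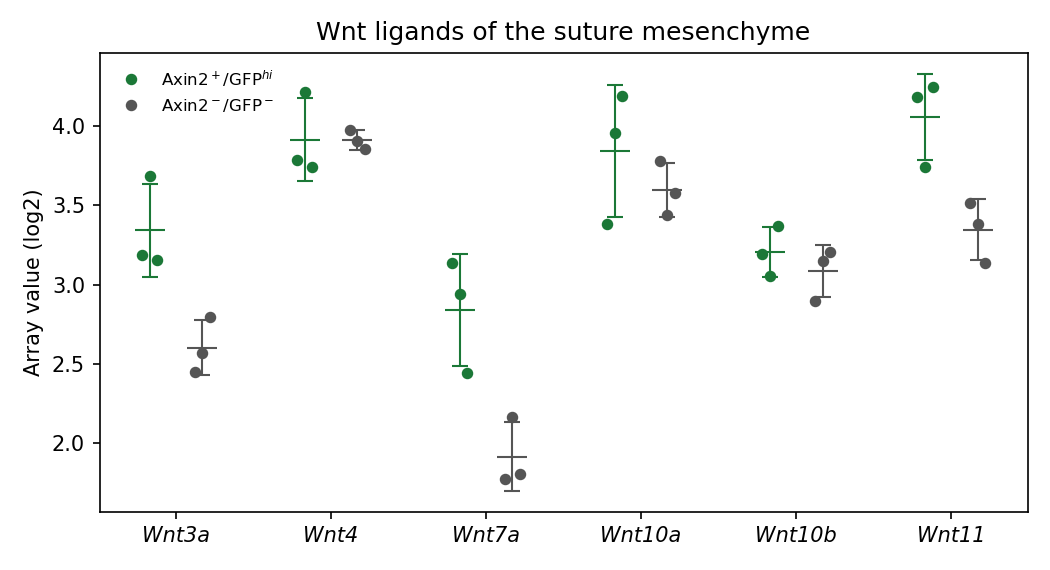
Array values on the log2 scale are plotted for 6 Wnt ligands, with 1 point per sample, a bar at the mean and whiskers of 1 SD, in green for Axin2+/GFP hi and grey for Axin2-/GFP- cells. The 2 populations do not overlap for Wnt3a, Wnt7a and Wnt11.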

Wnt3a, 7a and 11 are significantly elevated in the Axin2-expressing cells (Supplementary Fig. 8b), implying their possible associations with the Axin2 activation in SuSCs.

### Stem cell characteristics of SuSCs

The abilities of a single Axin2-expressing cell to grow a colony and ectopic bone are essential features for the definition of stem cells. As the colony-forming ability was generally used for the study of bone marrow-derived skeletal stem cells^9^, we carried out a similar *in vitro* assay with cells isolated from the P28 *Axin2*^*Cre-Dox*^*; R26RlacZ* suture mesenchyme. Approximately 70% of colonies were derived from the Axin2-expressing cells, indicating their ability to form colonies from a single cell (Supplementary Fig. 9). However, using cells isolated from cortical bones of the femur and tibia, <2% of colonies are derivatives of the Axin2-expressing cells (Supplementary Fig. 4e,g). We were unable to detect any lacZ-positive colony when cells isolated from the bone marrow were used (Supplementary Fig. 4f,g). The per cent of colonies formed from the Axin2-expressing cells in the colony forming assay (Supplementary Fig. 9d; 69±3.2%, *n*=3, mean±s.e.m.) is lower than that of osteocytes formed from the Axin2-expressing cells in the transplantation analysis (Fig. 5f; 88±5.4%, *n*=3, mean±s.e.m.). This is likely owing to a higher contribution of skeletal precursors, which are progenitors but not stem cells, to form colonies *in vitro*^35^. Therefore, to perform a more rigorous test on the clonal expanding feature, we developed an *in vivo* assay using *R26RConfetti* mice. Cells, isolated from the P28 *Axin2*^*Cre-Dox*^*; R26RConfetti* suture mesenchyme, were implanted in the kidney capsule (Fig. 6a, Supplementary Fig. 1b). In this model, the Axin2-expressing cells were genetically labelled with random selection of GFP, YFP, RFP or CFP expression in a single cell, permitting its distinguishable identity and tracing. Three weeks after the implantation, we analyzed the regenerated bones, and found that they are labelled by a single fluorescent colour (Fig. 6b–d,g–i, Supplementary Fig. 10). Alternatively, the fluorescently labelled bones showed a patched pattern with clear boundaries between different colours (Fig. 6e,f,j,k, Supplementary Fig. 10). Examining the Axin2-expressing cells at a single cell level, not only provided compelling evidence for their clonal expansions *in vivo* but also indicated that they are *bona fide* stem cells in the suture mesenchyme. These SuSCs are pivotal for calvarial bone development, homoeostasis and injury repair. Furthermore, the bone regeneration study in the kidney capsule assayed the SuSC population which can be used for a faithful assessment of the stem cell number.

To determine the stem cell frequency, limiting dilution analysis was carried out. Various numbers of the suture mesenchymal cells were transplanted into the kidney capsule, followed by determination of the success rate in bone generation. Ectopic bones were consistently detected with transplantation of >10^4^ mesenchymal cells while the use of 10^2^ was never successful (Fig. 6l–o). The frequency of SuSCs was estimated at 0.13% using ELDA software (Fig. 6p). Furthermore, key characteristics of skeletal stem cells include their developmental ability to give rise to chondrocytes, found in the body skeleton. Although calvarial bones are formed via intramembranous ossification without formation of a cartilage intermediate, previous findings demonstrated that ectopic chondrogenesis can occur in the suture mesenchyme, leading to craniosynostosis mediated by endochondral ossification^5^. Activation of the canonical BMP pathway caused by disruption of Wnt and FGF signalling had been implicated in this mesenchymal cell fate switch^5^. To test the ability of SuSCs to differentiate into chondrocytes, we decided to manipulate their fate by stimulation of BMP signalling. The suture mesenchymal cells were implanted in the kidney capsule with or without the presence of BMP2. The transplanted SuSCs were able to generate bone but through different ossification processes. Seven days after the transplantation, double staining of von Kossa and alcian blue revealed mineral with no sign of cartilage in the controls (Fig. 6q). In contrast, cartilage but not mineral was detected in those with exogenous BMP2 (Fig. 6s). Through induction of BMP2, the Axin2-expressing SuSCs were able to alter their commitment from an osteogenic to a chondrogenic lineage (Fig. 6q–t). The *in vivo* evidence thus demonstrated that the identified SuSCs are capable of giving rise to both osteogenic and chondrogenic cell types.

### SuSCs facilitate bone healing through direct engraftment

The identification of SuSCs prompted us to examine their potential application in stem cell-based therapy. As mesenchymal stem cells have been widely examined for their therapeutic potentials, it is important to explore this aspect of SuSCs. In addition, only short-term functional improvements were reported after the transplantation of mesenchymal stem cells most likely owing to a cell survival issue and/or none-cell autonomous effects^36^,^37^. With these critical obstacles in mind, we performed a series of experiments testing the ability of these newly identified SuSCs in tissue repair and regeneration using the injury repair model (Fig. 7). To examine their reparative ability, SuSCs, isolated from the P28 *Axin2*^*Cre-Dox*^*; R26RlacZ* suture mesenchyme with 3-day administration of doxycycline, were implanted into the injury site. We detected enhancements of the healing process at 2 and 4 weeks post operation (Fig. 7a–f). Transplantation of Axin2^−^ cells did not show significant improvement serving as control. When the repaired and unrepaired areas were measured, we found that the average per cent of healing improves significantly at 2 and 4 weeks post operation (Fig. 7g, *n*=3). We next examined if direct engraftment of the implanted cells into the regenerated bone occurs by β-gal staining analysis. SuSCs were able to engraft into the repaired bone (Fig. 7h–m) and develop into osteogenic cell types (Fig. 7n–s), suggesting that the direct engraftment ability of SuSCs provides benefits for skeletal repair.

## Discussion

This study provides compelling evidence that Axin2-expressing cells are a stem cell population capable of long-term self-renewal and differentiation into mature skeletogenic cell types *in vivo* during skeletal development and homeostastic maintenance. We have previously shown that the deletion of Axin2 causes premature suture closure and craniosynostosis in mice^27^. Furthermore, Axin2 is developmentally regulated in the posterior frontal suture^5^, which is the only suture undergoing normal fusion processes and lost mesenchymal tissues. The Axin2-expressing cells are reduced in coordination with frontal suture closure. Therefore, the current and previous studies clearly demonstrate the importance of Axin2 and the Axin2-expressing cell population in suture development and maintenance^5^,^27^. The Axin2-expressing cells are also highly responsive to calvarial injury. Genetic cell labelling analysis shows that 1 month after tracing, 46% of cells residing in the skeletogenic mesenchyme are their derivatives, with increases to 98% during damage-induced repair. This finding suggests that the Axin2-expressing cell population is the main cell type in the skeletogenic mesenchyme responding to the injury. To date, the only other marker able to mark the cell population contributing to calvarial maintenance and injury repair is Gli1 (ref. 6). 

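The hedgehog pathway was read through 13 measured genes, of which 0 were higher or lower at an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 3 were higher and 0 lower in limma and 1 was higher in the methods' t-test. Cdon, a hedgehog co-receptor, had a log2 change of 1.34 (standard error 0.46, adjusted p = 0.0783 from limma), Gas1, another co-receptor, of 0.65 (adjusted p = 0.0793) and Gli3 of 0.54 (adjusted p = 0.115). Cdon passed without Axin2+/GFP hi replicate 3 (1.88) and Gas1 without Axin2+/GFP hi replicate 1 (0.88), as did the list in camera without Axin2+/GFP hi replicate 1 (median 0.41). Ihh, at 0.53, passed without Axin2+/GFP hi replicate 1 (0.78), after cyclic loess (0.98) and after quantile normalization of the tested genes (1.01). Gli3 lay near the receptor genes, of which 36.2% in Axin2+/GFP hi and 48.7% in Axin2-/GFP- cells were at least as bright. The median log2 change of the list was 0.33, at the 93.6th percentile of random lists of like signal, with an adjusted p of 0.138 from camera (adjusted p = 0.512 with an estimated correlation).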

Gene-profiling analysis shows high levels of Gli1 expression in the Axin2-expressing cells, suggesting an overlap of these two cell populations. However, Gli1 appears to mark the entire suture mesenchyme with exception of a few cells at the osteogenic fronts in adults. In contrast, Axin2 only expresses in about 15% of the mesenchymal cells, is highly restricted to the midline of the suture, and is co-localized with the slow cycling cells/LRCs, providing a more-specific approach to isolate the SuSC population. On the basis of Axin2 expression that coincides with the LRCs restricted to the suture midline in the early neonatal period (after postnatal day 9), we successfully identify SuSCs, contributing to calvarial development and homeostastic maintenance. This feature is especially important for elucidating pathogenic mechanisms of craniosynostosis and other craniofacial disorders associated with aberrant calvarial morphogenesis.

Using Axin2 as a marker, we are able to isolate a major SuSC population for the first time. A combination of cell tracing and kidney capsule transplantation demonstrates that this cell population contains SuSCs promoting calvarial bone formation. *In vivo* clonal analysis of the Axin2-expressing cells at the single-cell level further demonstrates that they undergo clonal expansion as a patch of cells sharing a common origin to generate the ectopic bone. If the Axin2-expressing cells are osteoprogenitors but not stem cells, we would detect ectopic bones developed from a mixed population of cells with distinct origins. However, no mixture of cells derived from different clones has been detected, suggesting that bone regeneration ability in the renal capsule mainly comes from the stem cell properties. Furthermore, these stem cells can become chondrocytes although osteoblast cell types are their normal developmental fate. This multipotency provides additional proof of their stem cell identity. The demonstration of SuSC characteristics preserved in the transplantation thus permits an estimation of the stem cell number using limiting dilution analysis. Although ∼15% of suture mesenchymal cells express Axin2, only 0.13% of them are SuSCs according to the ectopic bone formation with limiting dilution analysis. About 1% of the Axin2-expressing cells are SuSCs. Therefore, the use of kidney capsule transplantation with limiting dilution analysis provides a functional and much more precise method to determine the stem cell frequency. This powerful assay can not only be used to rigorously test true skeletal stem cells, but also potentially uncover skeletal diseases caused by stem cell abnormalities.

Although Axin2 is an excellent marker for identification of SuSCs, the Axin2-expressing cell pool appears to have limited contributions to maintenance of the body skeleton. Clonal expansion analysis also shows that the Axin2-expressing cells isolated from the cortical bone or bone marrow give rise to <2% of the colonies. Transplantation of the cortical bone cells reveals limited, but definitively not predominant, contributions of the Axin2-expressing cells to ectopic bone formation in the renal capsule. Furthermore, a very low number of Axin2-expressing cells and their descendants can be detected in the long bone after 1-year tracing, implying that Axin2 is not a good marker for skeletal stem cells residing in the long bone. Consistent with these observations, previously identified bone marrow-derived skeletal stem cell markers, except for Lepr, are not significantly elevated in the Axin2-expressing cells isolated from the suture mesenchyme. Contrary to the previous notion^38^, our data do not support the use of Axin2 as a marker for the bone marrow-derived skeletal stem cells because the majority of them are not included in the Axin2-expressing cell population. Differential localizations of the Axin2+ and Gli1+ cells may also contribute to the regulatory mechanism underlying skull homoeostasis. Gli1+ cells provide calvarial maintenance near the centre of bone plates containing bone marrows^6^ where Axin2+ cells have relatively little contribution. It is possible that distinct stem cell populations are responsible for different calvarial areas. The Axin2+ cells are not associated with the marrow region, thus not included in the stem cell population for the body skeleton. Furthermore, transplanted SuSCs form intramembranous bones resembling the calvarial bone plates which are morphologically distinguishable from the endochondral bone generated by cells isolated from the long bone. Similar phenomena have also been described by transplantation of embryonic cells derived from the calvaria and long bones^34^. Our findings suggest a unique stem cell population, called SuSC, for calvarial bone formation mediated by intramembranous ossification.

As an emerging field, tissue engineering, combining an interdisciplinary study of stem cells, materials and growth factors, is actively investigated in preclinical and clinical trials^39^,^40^. For craniofacial bone reconstruction, bone grafts collected from the craniofacial skeleton have demonstrated superior volumetric maintenance and survival compared with those from the endochondral bones^15^. Current identification, isolation and characterization of the Axin2-expressing SuSCs have advanced our knowledge base of calvarial bone development and homoeostasis. Their future study promises new insights into pathogenic mechanisms of skeletal disease. The SuSCs could be an ideal cell type for cell-based craniofacial bone therapy as they possess abilities to engraft, differentiate into skeletogenic cell types, generate bones and enhance repair processes. Further analysis of SuSCs provides outstanding opportunities to improve craniofacial repair and reconstruction, leading to future advancement in regenerative medicine.

## Methods

### Animals and models

The *Axin2-rtTA*, *TRE-H2BGFP*, *TRE-Cre*, *R26RlacZ*, *R26RTomato*, *R26RConfetti*, *SCID* mouse strains and genotyping methods were reported previously^5^,^28^,^41^,^42^,^43^,^44^,^45^. To generate *Axin2*^*GFP*^ mouse strain^5^,^46^, mice carrying the *Axin2-rtTA* and *TRE-H2BGFP* transgenes were obtained and treated with doxycycline (2 mg ml^−1^ plus 50 mg ml^−1^ sucrose) for 3 days as described^28^,^41^,^42^. The *Axin2*^*Cre-Dox*^ mouse strain was created by obtaining mice carrying *Axin2-rtTA* and *TRE-Cre* transgenes. The expression of Cre in the Axin2-expressing cells was then induced by doxycycline treatment^5^,^29^. Both male and female mice were used in this study. Care and use of experimental animals described in this work comply with guidelines and policies of the University Committee on Animal Resources at the University of Rochester.

For kidney capsule transplantation, cells were pelleted at 200 g and re-suspended in 10 μl Matrigel (BD Biosciences, San Jose, CA) with or without BMP2 (100 μg ml^−1^), followed by injection into 8–12–week-old *SCID* mice. The calvarial injury model was established by creation of a circular lesion about 1.4 mm in diameter using a micro-drill. To administer cells into the injury site, an implant of 5 μl Matrigel containing donor cells was placed on top of the circular lesion immediately after the injury.

### Cells and genes

Primary suture mesenchymal cells containing SuSCs were isolated from the calvaria^5^,^27^. Specifically, an ∼1.5-mm wide tissue containing sagittal suture and its adjacent parietal bones were collected. Next, the parietal bones were separated from the suture to expose the suture mesenchyme, which is subsequently incubated with 0.2% collagenase in PBS at 37 °C for 1.5 h. The dissociated cells were then filtered through a 40 μm strainer, followed by re-suspension in DMEM media for transplantation analysis, or in DMEM containing 5% FBS for cell sorting. To purify Axin2^+^/GFP^hi^ and Axin2^−^/GFP^−^ populations, suture mesenchymal cells isolated from *Axin2*^*GFP*^ mice were subjected to cell sorting according to the intensity of GFP using FACSAria-II (BD Biosciences). To isolate the osteoprogenitors from the long bone, tibia and femur were dissected by careful removal of the skins and muscles. After epiphyses were removed, the remaining bones were crushed with a mortar to extract marrows which were then washed with PBS and incubated with 0.1% collagenase in PBS for 1 h at 37 °C. The dissociated cells were subsequently collected using a 40 μm strainer for kidney capsule transplantation analysis. For colony-forming assay, 10^3^–10^4^ cells isolated from the suture mesenchyme were cultured in the 10 cm plate with DMEM media containing 20% FBS for 2 weeks. To examine gene expression, total RNA isolated from the suture mesenchyme was subject to the first-strand cDNA synthesis (iScript, Bio-Rad, Hercules, CA), followed by semi-quantitative or real-time (CFX96 system, Bio-Rad) PCR amplification (40 cycles, 95 °C for 15 s, 61 °C, 30 s, 72°C for 30 s). For real-time PCR, the method by Livak and Schmittgen^47^ was applied to calculate the relative RNA expression using GAPDH as an internal calibrator. The primer sets specific for the target sequences are listed in Supplementary Table 1.

### Staining and analysis

Skull preparation, fixation and embedding for paraffin and frozen sections were performed^5^,^27^,^29^,^48^. Samples were subjected to hematoxylin/eosin staining for histology, Pentachrome staining, GFP analysis, β-gal staining, van Kossa staining or immunological staining with avidin:biotinylated enzyme complex^5^,^27^,^28^,^41^,^48^,^49^,^50^,^51^,^52^. For whole-mount von Kossa staining, the transplanted kidneys were fixed with 2% paraformaldehyde and 0.02% NP-40 at room temperature for 1 h, followed by incubation with 1% silver nitrate under ultraviolet light for 30 min, and then 5% sodium thiosulfate for 5 min. The immunological staining was visualized by enzymatic colour reaction or fluorescence according to the manufacture's specification (Vector Laboratories, Burlingame, CA). Double labelling analysis was performed by immunological staining on the β-gal-stained sections^48^. Rabbit polyclonal antibodies Osterix (ab22552, Abcam, Cambridge, MA; 1:200); goat polyclonal antibodies SOST (AF1589, R&D Systems, Minneapolis, MN; 1:20); mouse monoclonal antibodies Collagen II (ms-235, Neomarkers, Fremont, CA; 1:50) were used in these analyses. Images were taken using Zeiss Axio Observer microscope (Carl Zeiss, Thornwood, NY).

### Statistics and reproducibility

R software version 3.2.1 or Microsoft Excel 2010 was used for statistical analysis. The significance was determined by two-sided Student's *t*-tests. A *P*-value <0.05 were considered statistically significant. Before performing the *t*-tests, normality of the data distribution was first validated by Shapiro–Wilk normality test. Analysis of samples by μCT was performed by a technician who is blinded to the condition. No randomization, statistical method to predetermining the sample size and inclusion/exclusion criteria defining criteria for samples were used. At least three independent experiments were performed for statistical analyses of the animal tissues described in figure legends. Statistical data were presented as mean±s.e.m. The stem cell frequency was examined by Extreme Limiting Dilution Analysis (ELDA) software ( http://bioinf.wehi.edu.au/software/elda/) with validation of the likelihood ratio test for a single-hit model^53^.

## Additional information

**Accession codes:** Microarray data have been deposited at the NCBI, the GEO database under the accession code GSE74849.

**How to cite this article:** Maruyama, T. *et al.* Stem cells of the suture mesenchyme in craniofacial bone development, repair and regeneration. *Nat. Commun.* 7:10526 doi: 10.1038/ncomms10526 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Table 1.

## Figures and Tables

**Figure 1:**
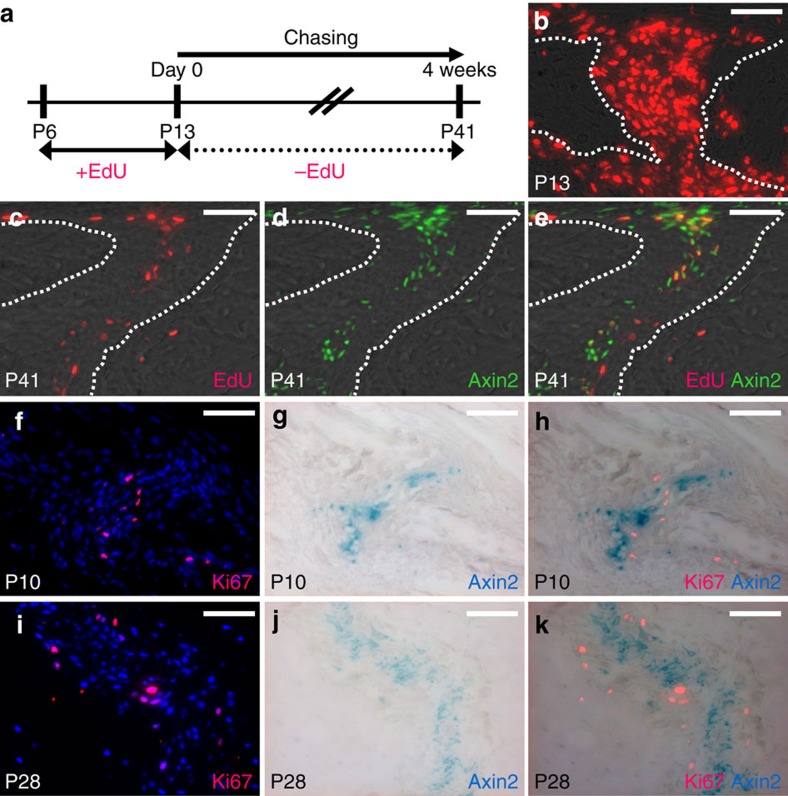
Slow cycling cells expressing Axin2 reside in the midline of the suture mesenchyme. (**a**) An illustration describes pulse-chase labelling analysis for identification of label-retaining cells. Sections of the pulse-chased *Axin2*^*GFP*^ skull were analyzed by EdU staining before (**b**) and after the 4-week chase period (**c**), at P13 and P41, respectively. (**d**) The Axin2-expressing cells were detected by GFP. (**e**) Merged imaging examines cells positive for EdU and Axin2 expression. Sections of the skull were analyzed for cells active in mitotic division and expressing Axin2 by immunostaining of Ki67 and β-gal staining of lacZ, respectively, at P10 (**f**–**h**) and P28 (**i**–**k**). Images are representations from three independent experiments. Scale bar, 50 μm (**b**–**k**).

**Figure 2:**
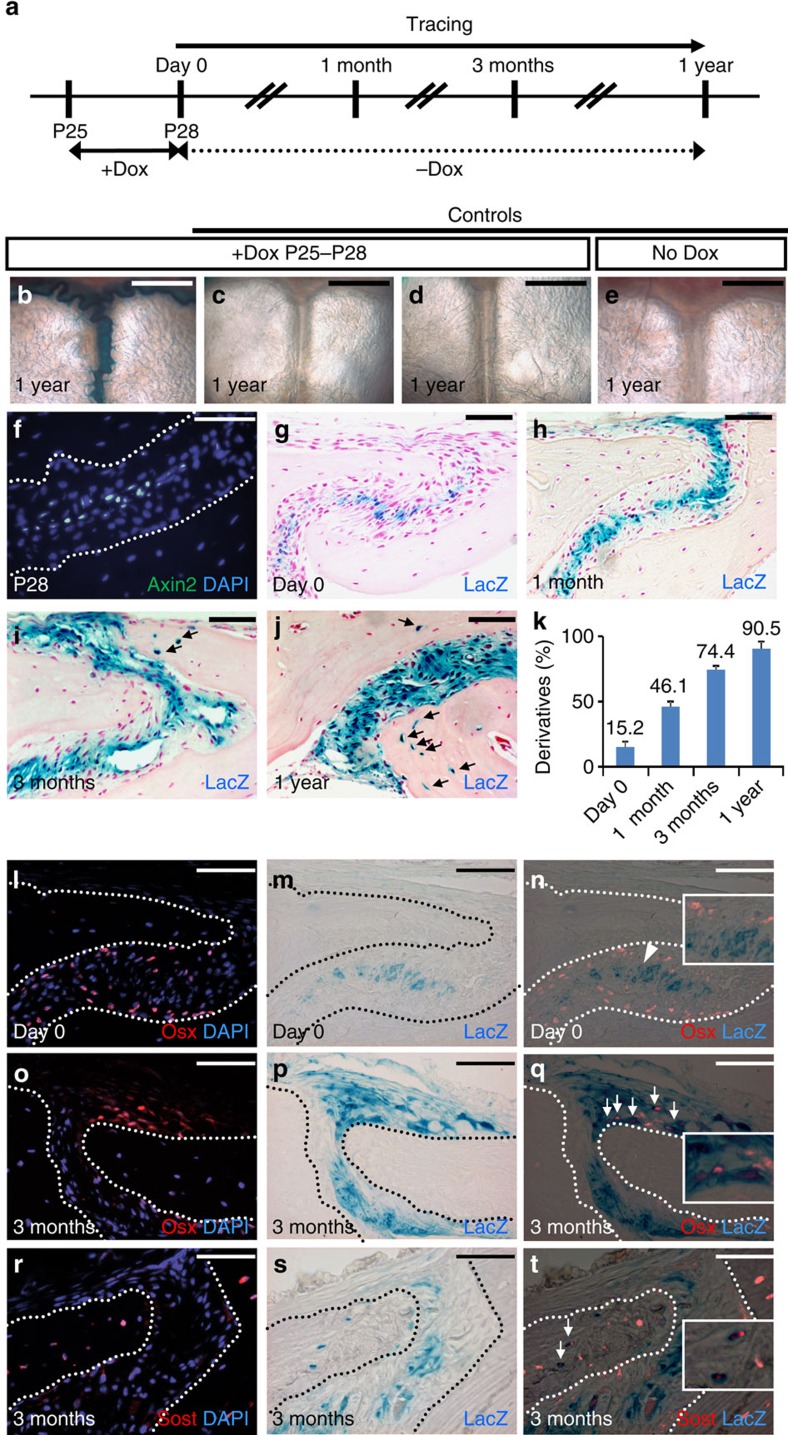
Fate mapping analysis reveals a population exhibiting stem cell characteristics in skeletal homeostastic maintenance. (**a**) A diagram illustrates spatiotemporal-specific tracing of the Axin2-expressing cells. β-gal staining of the skulls examines the Axin2-expressing cells and their descendants before tracing (Day 0; **g**,**m**), or after tracing for 1 month (**h**), 3 months (**i**,**p**,**s**) and 1 year (**b**–**e**,**j**). The Axin2-expressing cells are detected by GFP analysis at P28 before the start of tracing (**f**). Immunostaining analysis of Osterix (Osx) and Sost identifies osteogenic cell types before tracing (**l**) and after 3 months tracing (**o**,**r**). Double labelling analysis examines the expression of osteogenic markers in the Axin2-expressing cells and their derivatives before tracing (**n**) and after 3 months tracing (**q**,**t**). Statistical analysis indicates the ratio of the lacZ-positive cells during the 1-year-tracing period (**k**, ∼250 cells counted, *n*=3, mean±s.e.m.). Arrows and arrowhead indicate lacZ-expressing cells positive and negative for osteogenic marker, respectively. Genotypes: *Axin2rtTA; TRE-Cre; R26R* (**b**,**e**,**g**–**j**,**l**–**t**), *Axin2-rtTA; R26R* (**c**), *TRE-Cre; R26R* (**d**) and *Axin2-rtTA; TRE-H2BGFP* (**f**). Images are representatives of three (**f**,**l**–**t**) and five (**b**–**e**,**g**–**j**) independent experiments. Scale bar, 1 mm (**b**–**e**). Scale bar, 50 μm (**f**–**j**,**l**–**t**).

**Figure 3:**
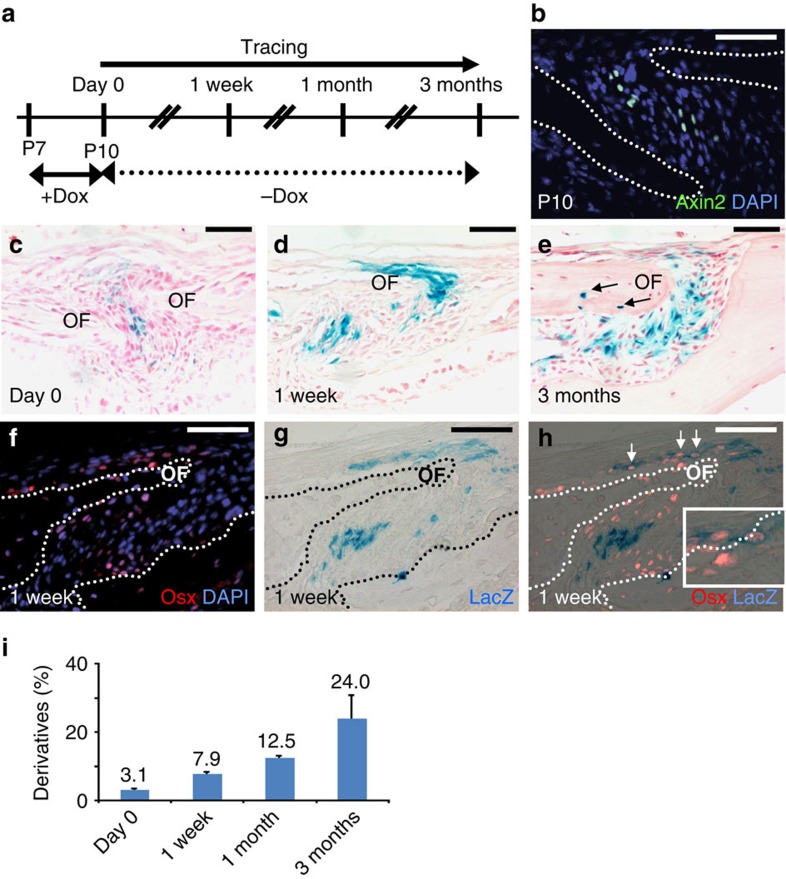
Cells expressing Axin2 are capable of self-renewal and differentiation into osteogenic cell types during skeletal development. (**a**) A diagram illustrates tracing of the Axin2-expressing cells in developing calvarium. GFP analysis detects the Axin2-expressing cells at P10 before the start of tracing (**b**). The Axin2-expressing cells and their descendants before tracing (Day 0; **c**), or after tracing for 1 week (**d**) and 3 months (**e**) are identified by β-gal staining. Double labelling analysis examines the expression of Osx in the Axin2-expressing cells and their descendants after 1 week tracing (**f**–**h**). Statistical analysis indicates that the ratio of the lacZ-positive cells gradually increases over time (**i**, ∼300 cells counted, *n*=3, mean±s.e.m.). Genotypes: *Axin2-rtTA; TRE-H2BGFP* (**b**) and *Axin2rtTA; TRE-Cre; R26R* (**c**–**h**). Images are representatives of three independent experiments. Scale bar, 50 μm (**b**–**h**). OF, osteogenic front.

**Figure 4:**
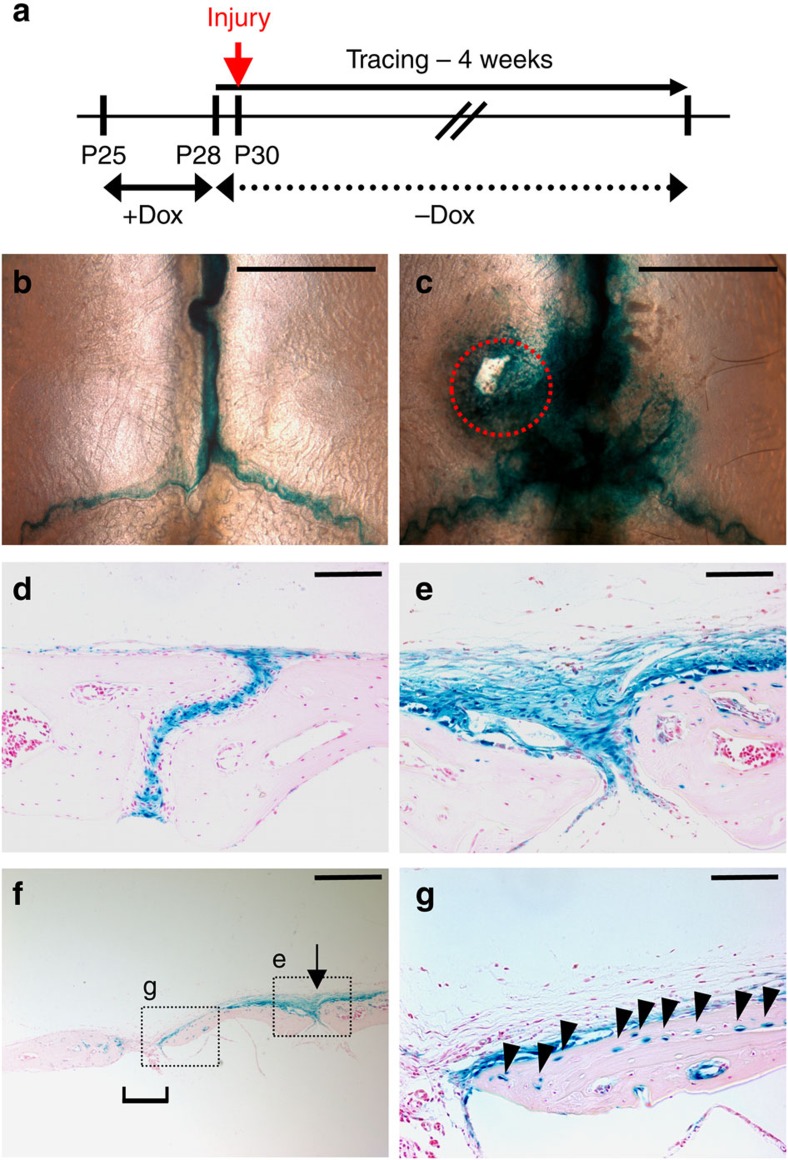
Injury-induced expansion of Axin2-expressing cells undergoing osteoblast differentiation for skeletal repair. (**a**) A diagram illustrates our strategy to map the Axin2-expressing cell fate in an injury repair model. Tracing analysis assesses the population of the Axin2-expressing cells and their descendants with (**c**,**e**–**g**) or without (**b**,**d**) injury in whole mounts (**b**,**c**) and sections (**d**–**g**) of the β-gal-stained *Axin2*^*Cre-Dox*^*; R26R* mice. Bracket, arrow and arrowheads indicate the unhealed region, suture mesenchyme and osteocytes in newly regenerated bones, respectively. Images are representatives of three independent experiments. Scale bar, 2 mm (**b**,**c**). Scale bar, 100 μm (**d**,**e**,**g**). Scale bar, 400 μm (**f**).

**Figure 5:**
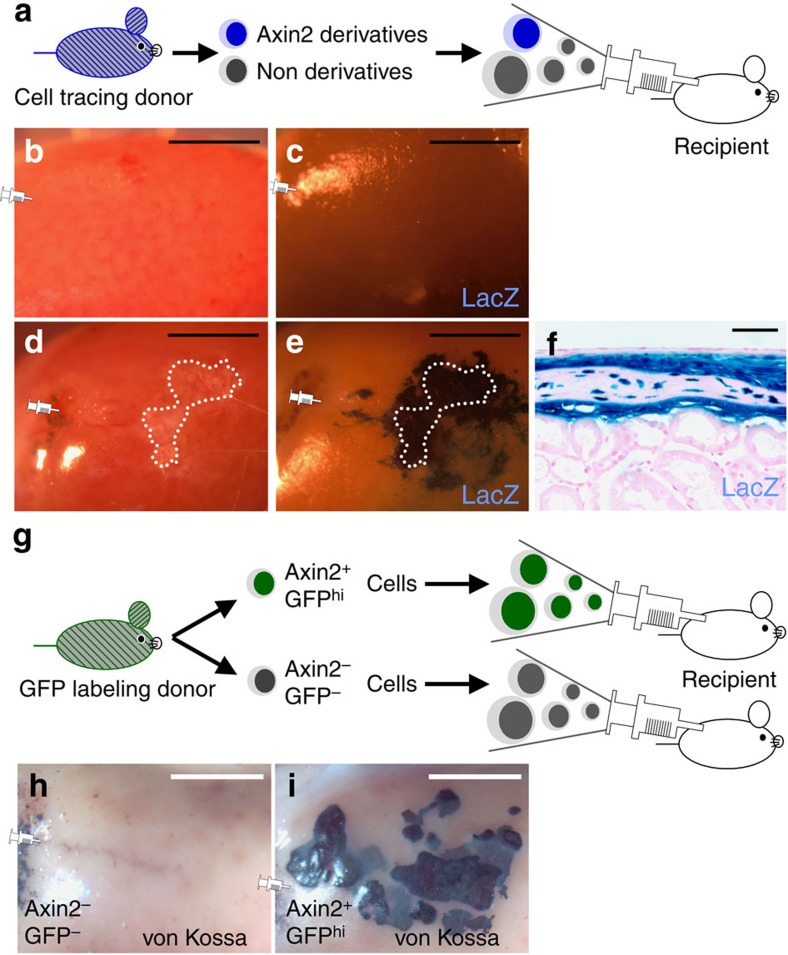
Skeletal stem cells residing in the suture mesenchyme are enriched in the Axin2-expressing cell population. Diagrams illustrate our strategies to examine whether the regenerated bone originates from the Axin2-expressing cells (**a**) and to determine their regenerative potential (**g**) using the cell tracing and GFP labelling models, respectively. Transplantation with inclusion of no cell (**b**,**c**), or suture mesenchymal cells (**d**–**f**) isolated from the *Axin2*^*Cre-Dox*^*; R26RlacZ* mice, examines contribution of the Axin2-expressing cells and their derivatives, stained positive for β-gal, to the ectopic bone formation. Regeneration analysis is performed on the Axin2^−^ (**h**) and Axin2^+^ (**i**) cell populations, isolated from the *Axin2*^*GFP*^ calvaria, after their separation based on the differential expression of GFP. The transplanted kidneys are examined by gross evaluation (**b**,**d**), β-gal staining in whole mount (**c**,**e**) and sections (**f**) and von Kossa staining (**h**,**i**). Images in **b**–**f** and **h**–**i** are representatives of three independent experiments. Scale bar, 2 mm (**b**–**e**,**h**–**i**). Scale bar, 50 μm (**f**).

**Figure 6:**
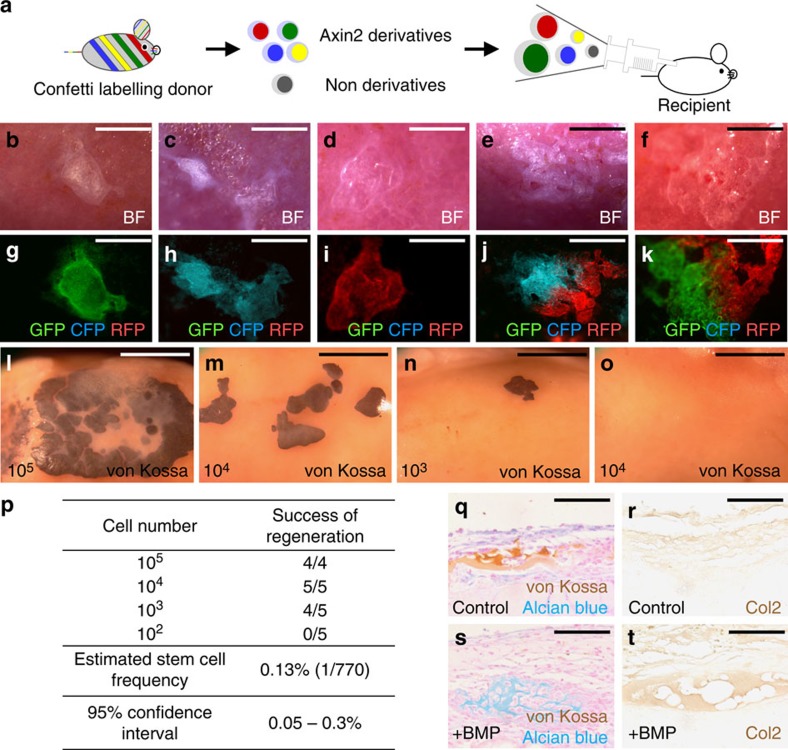
Bone regeneration examines the clonal expansion, stem cell frequency and multipotency of SuSCs *in vivo*. (**a**) Diagrams illustrate our strategies to examine stem cell characteristics of the Axin2-expressing cells at a single-cell level using *Axin2*^*Cre-Dox*^*; R26RConfetti*. Ectopic bone formation is assessed by gross evaluation (**b**–**f**), fluorescent imaging (**g**–**k**), von Kossa staining (**l**–**o**) in whole mounts. Limiting dilution analysis shows the success of bone regeneration with transplantation of 10^5^, 10^4^ and 10^3^, but not 10^2^ cells (**l**–**o**), providing a quantitative assessment for the stem cell frequency using ELDA software (**p**). The transplanted suture cells with (**s**–**t**) or without (**q**–**r**) addition of BMP2 were analyzed by double labelling of von Kossa and alcian blue (**q**,**s**) and immunostaining of type II collagen (**r**,**t**). Images are representatives of three (**b**–**k**,**q**–**t**), four (**l**) and five (**m**–**o**) independent experiments. Scale bar, 400 μm (**b**–**d**,**g**–**i**). Scale bar, 500 μm (**e**–**f**,**j**–**k**). Scale bar, 2 mm (**l**–**o**). Scale bar, 50 μm (**q**–**t**).

**Figure 7:**
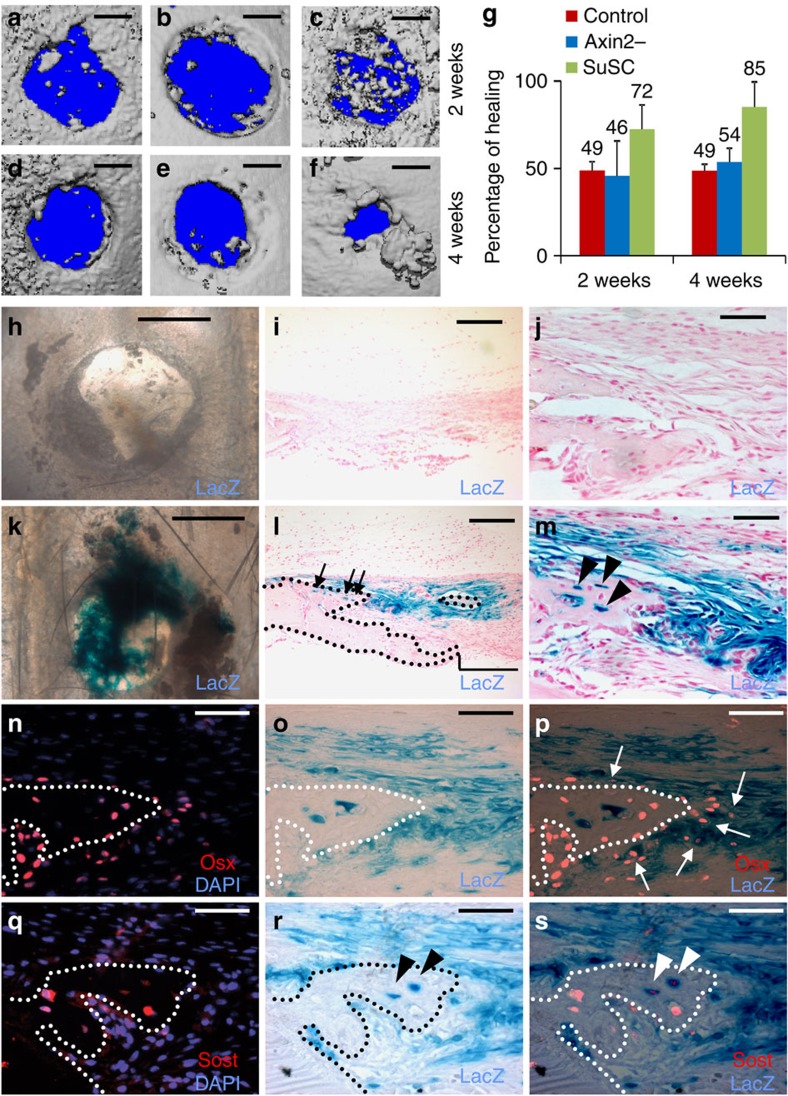
SuSCs improve bone healing through direct engraftment. The reparative ability of SuSC is examined by implanting without (**a**,**d**,**h**–**j**), or with suture mesenchymal cells containing Axin2^–^ (**b**,**e**) or Axin2^+^ (**c**,**f**,**k**–**s**) in the injury repair model. Two (**a**–**c**,**h**–**s**) and 4 (**d**–**f**) weeks after operation the healing process is assessed by micro CT (**a**–**f**), β-gal staining (**h**–**m**,**o**–**p**,**r**–**s**) and immunostaining of Osx (**n**,**p**) and Sost (**q**,**s**) in whole mounts (**a**–**f**,**h**,**k**) and sections (**i**–**j**,**l**–**s**). The graph shows the average per cent of healing at 2 and 4 weeks post operation (**g**, *n*=3, mean±s.e.m.; *P* value<0.05, Student *t*-test). Arrows, arrowheads and bracket indicate osteoprogenitors, osteocytes and unhealed area, respectively. Images are representatives of three independent experiments. Scale bar, 500 μm (**a**–**f**). Scale bar, 1 mm (**h**,**k**). Scale bar, 200 μm (**i**,**l**). Scale bar, 50 μm (**j**,**m**–**s**).

**Table 1:** The expression of Lepr and Gli1 is significantly elevated in SuSCs.

**Gene**	**Microarray**		**qPCR**	
	**Fold change**	***P***-**value (*****n*****=3)**	**Fold change**	***P***-**value (*****n*****=6)**
**Lepr**	**1.32**	**0.0112**	**18.57**	**0.0202**
**Gli1**	**1.27**	**0.0252**	**1.37**	**0.0132**
Nestin	1.30	0.0677	0.67	<0.0001
Gremlin1	1.07	0.4472	UD	UD
Mcam/CD146	1.04	0.8593	1.02	0.5294
**Axin2**	**1.50**	**0.0055**	**2.21**	**0.0028**

SuSCs, suture stem cell; UD, undetectable.

Differential expression of the skeletal stem cell markers in the Axin2-expressing cell/SuSC population with high levels of GFP (Axin2^+^/GFP^hi^) and the non-expressing cell population negative for GFP (Axin2^−^/GFP^−^). 

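With the methods' t-test on the deposited log2 values, two-sided with equal variances and unadjusted, the P-value was 0.0290 for Axin2, 0.0151 for Lepr, 0.0204 for Gli1, 0.0808 for Nes, 0.472 for Grem1 and 0.867 for Mcam. At an unadjusted P under 0.05 this test called 2952 genes higher and 2747 lower of the 19938 tested, and after Benjamini-Hochberg adjustment 211 higher and 518 lower, with Axin2 at 0.135, Lepr at 0.103 and Gli1 at 0.116. The folds from the log2 means were 1.47 for Axin2, 1.32 for Lepr, 1.26 for Gli1, 1.34 for Nes, 1.07 for Grem1 and 1.05 for Mcam.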

Statistics were performed by two-sided Student's *t*-tests.

Bold values indicate statistical significance for the changes.

How the deposited data were processed for this re-analysis (not part of the article)

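RNA of sorted suture mesenchymal cells was measured on 6 arrays, 3 of Axin2+/GFP hi cells and 3 of Axin2-/GFP- cells, each from a pool of 6 to 8 mice at postnatal day 28. The labels call the samples of a group biological replicates. The authors deposited log2 expression values per array feature. The submitters' processing notes name RMA and R 3.2.1, and the probe set level, background step and annotation version are not given in the sources used here. The deposited columns were used as they stand, with 0 columns left unmatched to a sample. Their upper quartiles differed between the populations, and the scale was taken as log2 from the range of the values.

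Features were named through the platform's probe table, and 21698 of the 21789 features with 1 symbol were matched by gene identifier to a RefSeq table of mouse genes, which changed 0 names. Features with several symbols were left out of gene tests. Of the genes tested, 999 had more than 1 feature and were read by the brightest. The 2 features of Wnt4 gave log2 changes of 0.12 and 0.00. Gapdh has no feature with 1 symbol and was not analysed here.

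Each gene was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the 19938 genes and a threshold of 0.05. The 37 gene lists were tested with camera at a preset correlation of 0.01. The tests, lists, alternatives and the rule for named genes were set before the data were examined. The rule takes the genes the paper names, in each direction the 12 largest changes among called genes whose samples do not overlap (leaving out unnamed transcripts, small RNAs and chemoreceptors) and up to 4 members with the smallest p of each list described. The values of Table 1 had been seen by then. The list percentiles come from 10000 random lists drawn from the 200 genes nearest in mean signal to each member.

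The alternatives were limma with a trend, the methods' t-test, array weights, the replicate number as a block, median centring, quantile normalization, a filter on dim features, the mean of a gene's features, limma fitted to every feature and leaving out each sample in turn. For lists they were an estimated correlation, fry, the block, centring, the filter and leaving out each sample. Added after the values were seen were cyclic loess, centring on the receptor genes, quantile normalization of the tested genes and a t-test on linear values. Where a sample was left out, the spread was pooled over the remaining samples.

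The procedure was tested on simulated data for the comparison of Axin2+/GFP hi with Axin2-/GFP- over 19938 genes. Of 50 genes changed by each size, limma recovered 0% at a log2 change of 0.5, 32.0% at 1, 80.0% at 2 and 100% at 4. Of its calls 0.935% were false. The simulation changed far fewer genes than the 3191 called in the data, which makes its adjusted threshold stricter. These rates therefore need not hold for the data. In camera 0 of 20 unchanged lists were called.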

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

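Apart from the count over other splits of the samples, the tests of explanations were chosen after the result was seen. Several gene lists that the paper's text does not report from these arrays were higher in Axin2+/GFP hi cells than in Axin2-/GFP- cells, which served as the control. The median log2 change was 2.04 for the neutrophil list, 0.57 for the collagens, 0.54 for tendon and fibrous tissue, 0.39 for the osteoblast list and 0.34 for the chondrocyte list, each past the threshold in camera with the preset correlation and none with an estimated one. The olfactory and vomeronasal receptor genes, chosen after their values were seen, had a median of 0.30, with 58 of 1194 called higher and 1 lower. The chondrocyte median lay at the 95.99th percentile of random lists of like signal, beside 99.73 for osteoblasts and 99.99 for tendon. After cyclic loess the receptor median was 0.05, and the chondrocyte median was 0.27 (adjusted p = 0.0242 from camera with the preset correlation). Under the filter on dim features the chondrocyte median was 0.68 (adjusted p = 0.00158 from camera), beside -0.19 over all genes kept. These values argue against a shift of dim features as the whole cause for the chondrocyte list. A part in it stays open, since cyclic loess lowered the list's median from 0.34.

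The first pattern is the higher signal of Axin2, Lepr, Gli1 and some Wnt ligands. The paper's RT-PCR, a separate measurement, also reports Axin2, Lepr and Gli1 as higher. It reports Nestin, whose change on the arrays was positive, as lower, and Gremlin1 as undetectable. On the arrays the median change of Axin2, Lepr and Gli1 lay at the 81.8th percentile of random trios of like signal. A general rise of dim features in the Axin2+/GFP hi columns therefore stays open as a technical explanation of these array changes. The median of the 19 Wnt ligands lay at the 99.7th percentile, which argues against that rise as the whole cause for the family, although the percentile treats genes as independent; for Wnt11 the genes of like signal fell, with a median of -0.27. After cyclic loess the calls of Wnt7a and Wnt3a ended. Their changes became smaller at a like error, from 0.92 (standard error 0.22) to 0.68 (0.22) and from 0.74 (0.20) to 0.63 (0.20). Fewer genes were also called, 901 higher and 1373 lower, which makes the adjusted threshold stricter, and these effects were not separated. Wnt11 went from 0.71 to 0.90 and kept its call. The sort on Axin2 itself stays an untested biological explanation.

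The second pattern is the low signal of B-lineage genes and the high signal of neutrophil genes in Axin2+/GFP hi cells. The lists lay at the 0th and the 100th percentile of random lists of like signal, which argues against the shift of dim features, and 13 of 13 B-lineage genes separated the 6 samples fully, which argues against a single exchanged sample. A lower share of B-lineage cells alone would raise the markers of other cell types alike. The lower quartile of the neutrophil changes lay 1.43 above the upper quartile of the macrophage changes. Of 11 lists of other cell types 0 reached it, the highest upper quartile being 0.92. Markers of absent cells cannot rise, and some lists are dim, with the brightest keratinocyte gene at 3.95 in Axin2+/GFP hi cells. The osteoblast and collagen lists were not among the 11. Their upper quartiles of 1.14 and 0.91 also lay below the neutrophil lower quartile of 1.59. Their genes Ibsp (1.84) and Col3a1 (1.95) lay above it. The test therefore does not decide whether that lower share alone raised the neutrophil genes. B-lineage cells in the Axin2-/GFP- sort stay open as a source of the first part, which the 13 lower genes cannot test because they are the pattern itself; the highest of them was Vpreb3 at 8.61 in Axin2-/GFP- cells, and 0 of the 13 are shared with another list. Neutrophils in the Axin2+/GFP hi sort stay open in the same way as a source of the second part and were not tested. The brightest gene of that list, S100a8, was read at 12.49 in Axin2+/GFP hi cells and 10.89 in Axin2-/GFP- cells. The paper's text describes no step that removes blood cells. Ptprc, the leukocyte antigen CD45, chosen after its values were seen, was read at 5.60 in Axin2+/GFP hi cells and 7.37 in Axin2-/GFP- cells.

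The third pattern is the rise of collagen genes. Their median lay at the 99.99th percentile of random lists of like signal, which argues against the shift of dim features. A lower share of B-lineage cells alone stays open: the collagen lower quartile lay 0.18 above the upper quartile of the macrophage changes, but that of 7 of 11 lists of other cell types reached it, among them skeletal muscle (0.54) and adipocytes (0.53). A larger share of bone-forming and fibrous cells in the Axin2+/GFP hi sort, or higher expression within them, stays open and was not tested.

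The 3191 genes called between the populations compare with 0 in the highest of the other splits of the 6 samples into 3 and 3. With 10 splits, of which 1 gave as many calls, a share under 0.05 cannot be reached.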

How the results depend on the processing

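Cyclic loess, centring on the receptor genes, quantile normalization of the tested genes and the t-test on linear values were chosen after the results were seen. Of the 24 genes with the largest changes, all kept their call and direction under each alternative except the methods' t-test with Benjamini-Hochberg adjustment (13 kept) and without Axin2-/GFP- replicate 3 (23 kept). Of 62 called genes that are named here or belong to the lists described, 46 to 55 kept their call when 1 sample was left out, 54 under median centring, 47 under quantile normalization and under cyclic loess, 49 after centring on the receptor genes and 23 in the adjusted t-test. The calls of the Wnt ligands did not hold as widely, and of the genes of Table 1, none of which was called, Axin2 alone passed limma's adjusted threshold in 1 alternative. No background signal is among the values used; as a stand-in, the receptor genes had a median level of 1.80 in Axin2+/GFP hi and 1.46 in Axin2-/GFP- cells, which Lepr did not reach in either population. The sample labels do not state whether equal replicate numbers share mice. Deviations of same-numbered samples correlated at 0.03, 0.01 and 0.05, which gives no sign of pairing but cannot exclude it with 3 samples per group. With the replicate number as a block, 643 genes were higher and 2201 lower, and Wnt3a (0.74) and Wnt11 (0.71) did not pass. Unless stated otherwise, the cause of a change was not tested.

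The methods' t-test at unadjusted P called 2952 genes higher, and Axin2 (0.55), Lepr (0.40) and Gli1 (0.34) passed. After Benjamini-Hochberg it called 211 higher and 518 lower, and Wnt3a (0.74), Wnt7a (0.92) and Wnt11 (0.71) did not pass, nor did they in limma fitted to all features, where the standard errors changed as well as the number of tests. Wnt11 (0.71) did not pass with a trend. Median centring, which moved the median of all genes from 0.14 to 0.03, gave 459 higher (1848 at unadjusted p), with Grem1 at -0.017, Mcam at -0.045, Wnt4 at -0.11 and no call for Wnt3a (0.63) or Wnt11 (0.60). It turned the medians of the Notch (-0.046), meningeal (-0.037), macrophage (-0.067), mast cell (-0.022) and interferon (-0.073) lists. The filter on dim features, which tests fewer genes, gave 513 higher (1058 at unadjusted p) and medians of -0.40 for Wnt targets, -0.32 for macrophages and -0.44 for osteoclasts; it left Axin2, Lepr, Nes, Grem1 and Wnt7a without a value. Quantile normalization gave 1266 lower, Grem1 at -0.026 and no call for Wnt3a (0.72) or Wnt7a (0.78). Fry also called the 6 suture Wnt ligands (0.48), FGF (0.24), osteocyte (0.32), meningeal (0.072) and Schwann cell (0.21) lists and the cell cycle inhibitors (-0.21), and did not call tendon (0.54) or the cell cycle (-0.39), and the estimated correlation ended the call of all Wnt ligands (0.43).

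Chosen after seeing the data, cyclic loess moved the median of all genes to 0.01 and gave 1373 lower, Grem1 at -0.093, Mki67 at 0.18, no call for Wnt3a (0.63) or Wnt7a (0.68), and camera calls for the 6 suture Wnt ligands (0.54) and, upward, for dissociation stress and immediate early genes (0.42). List medians turned to -0.041 for Wnt targets, 0.13 for the cell cycle, -0.0043 for Notch, -0.14 for macrophages, -0.088 for osteoclasts, -0.12 for mast cells, -0.0040 for endothelium, 0.42 for dissociation stress (from -0.17) and -0.10 for interferon. Quantile normalization of the tested genes gave 1165 lower, Grem1 at -0.039, Mki67 at 0.11, and no call for Wnt3a (0.72) or Wnt7a (0.77). The t-test on linear values called 2673 higher, with Axin2 (0.57), Lepr (0.40) and Gli1 (0.34) past the threshold. Both kinds of centring lower the change of every gene by a fixed amount, so small positive changes turn negative by construction. Such a turn does not test the gene or list. Centring on the receptor genes moved the median of all genes from 0.14 to -0.18, by construction, and gave 210 higher and 3980 lower (538 and 5646 at unadjusted p). It ended the calls of Wnt3a (0.42), Wnt7a (0.60) and Wnt11 (0.39) and turned Grem1 (-0.23), Mcam (-0.26), Wnt4 (-0.32), Wnt10a (-0.076), Wnt10b (-0.20), Wnt5b (-0.13), Wnt6 (-0.031), Wnt9a (-0.087), Wnt16 (-0.016) and Sp7 (-0.059). It turned the medians of the marrow markers of Table 1 (-0.071), Wnt receptors (-0.026), Wnt targets (-0.15), Wnt antagonists (-0.10), BMP (-0.064), FGF (-0.078), marrow stroma (-0.15), Notch (-0.26), meninges (-0.25), macrophages (-0.28), osteoclasts (-0.17), mast cells (-0.23), endothelium (-0.17), pericytes (-0.13), muscle (-0.067), Schwann cells (-0.10), adipocytes (-0.13) and interferon (-0.28).

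Leaving out each sample in turn, which also lowers the power, gave 239 to 852 genes higher (2074 to 3308 at unadjusted p) and 1376 to 2082 lower. Log2 changes ran from 0.44 to 0.70 for Axin2, -0.016 to 0.15 for Grem1, -0.21 to 0.35 for Mcam, 0.57 to 0.83 for Wnt3a, -0.15 to 0.088 for Wnt4, 0.77 to 1.12 for Wnt7a and 0.61 to 0.87 for Wnt11. They ran from 0.26 to 0.54 for Nes, 0.070 to 0.47 for Wnt10a and 0.024 to 0.19 for Wnt10b. For Sp7 they ran from 0.11 to 0.35 and for Mki67 from -0.83 to -0.19. Medians ran from -0.23 to 0.048 for cell cycle inhibitors, -0.027 to 0.12 for Notch, -0.30 to 0.051 for macrophages, -0.28 to 0.017 for dissociation stress and -0.036 to 0.16 for interferon. In camera the hedgehog (0.41) and skeletal muscle (0.38) lists passed without Axin2+/GFP hi replicate 1, and tendon (0.34) and the cell cycle (-0.30) did not pass without Axin2+/GFP hi replicate 2.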

Differences from the paper's values

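The t-test on linear values was chosen after the results were seen. The folds computed here for the 6 genes of Table 1 lay within 1.5 times of the paper's, and 3 of the P-values did not. That range is too wide to test folds this small. Centring on the receptor genes gave 1.01 for Gli1 against the paper's 1.27 and still lay within it. The paper's P-value for Axin2 in the microarray is 0.0055, and the unadjusted p from limma was 0.0177. Among the alternatives set before the data were examined, only leaving out Axin2+/GFP hi replicate 2 came within 1.5 times of the paper's value, at 0.00553, and the other 13 did not. The paper's P-value for Lepr is 0.0112 against 0.0396 from limma. The methods' t-test gave 0.0151, within that range, and the other 13 alternatives did not come within it. The paper's P-value for Gli1 is 0.0252 against 0.0715 from limma, and the methods' t-test gave 0.0204, while the other 14 alternatives lay outside. A t-test on linear values, chosen after seeing the values, gave 0.0101 for Lepr and 0.0271 for Gli1 but 0.0394 for Axin2, and dropped 0 of the 3 genes the paper calls.

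The paper reports Lepr, Gli1 and Axin2 as significantly elevated in Axin2+/GFP hi cells. In limma they had adjusted p-values of 0.128, 0.183 and 0.0802. The methods' t-test at unadjusted P calls all 3, as does the t-test on linear values. Wnt3a, Wnt7a and Wnt11, which the paper also reports as elevated, passed in limma, with the limits that other settings set on these calls.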

Other observations

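Of 26 measured genes of the BMP pathway 4 were higher and 2 lower in limma (4 and 2 adjusted over the list alone), with 2 higher without Axin2+/GFP hi replicate 2 and 1 higher without Axin2-/GFP- replicate 1 or 3. Gdf10 had a log2 change of 0.95 (adjusted p = 0.0111), Smad7, an inhibitory Smad, of -1.59 (adjusted p = 0.000569) and Smad5 of -1.40 (adjusted p = 0.00325). Of 21 genes of suture mesenchyme and craniosynostosis 2 were higher and 3 lower (2 and 3 adjusted over the list alone), with 1 higher without Axin2+/GFP hi replicate 3 and 0 without Axin2+/GFP hi replicate 2 or any 1 Axin2-/GFP- replicate. Tcf12, a partner of Twist1, was at -2.07 (adjusted p = 0.000447) and Tgfbr1 at -1.52 (adjusted p = 0.00720). The groups did not overlap for these 5 genes. Neither list passed in camera (adjusted p = 0.190 and 0.315, and 0.512 for both with an estimated correlation). In the same samples the 13 B-lineage markers were lower.

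Of 10 osteocyte genes 2 were higher and 0 lower in limma (2 adjusted over the list alone, 3 at an unadjusted p under 0.05). Sost, a secreted Wnt antagonist of osteocytes, had a log2 change of 1.18 (adjusted p = 0.00542). Dmp1 had a log2 change of 0.88 (adjusted p = 0.0323), and its call ended without Axin2+/GFP hi replicate 1 (0.75) or 3 (0.77) or Axin2-/GFP- replicate 1 (0.93), 2 (0.81) or 3 (0.89), and after median centring (0.77), quantile normalization (0.71), cyclic loess (0.62) and centring on the receptor genes (0.56). In Axin2-/GFP- cells 34.3% of the receptor genes were at least as bright as Dmp1. Col2a1, a cartilage collagen, had a log2 change of 0.94 (adjusted p = 0.0226), and its call ended without Axin2+/GFP hi replicate 2 (0.75) or Axin2-/GFP- replicate 1 (1.00), 2 (0.97) or 3 (0.86), and when centred on the receptor genes (0.62). Ctnnb1, which encodes β-catenin, had a log2 change of -1.14 (adjusted p = 0.0489), and its call ended without Axin2+/GFP hi replicate 1 (-1.01) or 3 (-0.85) or Axin2-/GFP- replicate 1 (-1.09), 2 (-1.23) or 3 (-1.10). It also ended after quantile normalization (-0.70), of the tested genes too (-0.58), after cyclic loess (-0.59), with a trend, with the replicate number as a block and in the methods' t-test at unadjusted P. Sp7, which encodes Osterix, had a log2 change of 0.26 (adjusted p = 0.346), which turned negative when centred on receptor genes. Mki67, a proliferation marker, had a log2 change of -0.44 (adjusted p = 0.385), which turned positive after cyclic loess and after quantile normalization of the tested genes.

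Of 11 T and NK cell markers 4 were lower and 0 higher (4 lower adjusted over the list alone and at an unadjusted p under 0.05), but 2 after quantile normalization and 2 without Axin2-/GFP- replicate 1. Il7r, which B-cell precursors also express, was at -3.71 (adjusted p = 1.98e-05). The list had an adjusted p of 0.00563 from camera (adjusted p = 0.339 with an estimated correlation). In all, camera called 10 of the 37 lists with the preset correlation, fry 14, and camera with an estimated correlation 0.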
